# Transcription factor co-expression mediates lineage priming for embryonic and extra-embryonic differentiation

**DOI:** 10.1016/j.stemcr.2023.12.002

**Published:** 2024-01-11

**Authors:** Alba Redó-Riveiro, Jasmina Al-Mousawi, Madeleine Linneberg-Agerholm, Martin Proks, Marta Perera, Nazmus Salehin, Joshua M. Brickman

**Keywords:** Transcription, Enhancer, Endoderm, Epiblast, Blastocyst, Pluripotency, Cooperativity, Embryonic Stem Cells, nEnd, Lineage Priming

## Abstract

In early mammalian development, cleavage stage blastomeres and inner cell mass (ICM) cells co-express embryonic and extra-embryonic transcriptional determinants. Using a protein-based double reporter we identify an embryonic stem cell (ESC) population that co-expresses the extra-embryonic factor GATA6 alongside the embryonic factor SOX2. Based on single cell transcriptomics, we find this population resembles the unsegregated ICM, exhibiting enhanced differentiation potential for endoderm while maintaining epiblast competence. To relate transcription factor binding in these cells to future fate, we describe a complete enhancer set in both ESCs and naive extra-embryonic endoderm stem cells and assess SOX2 and GATA6 binding at these elements in the ICM-like ESC sub-population. Both factors support cooperative recognition in these lineages, with GATA6 bound alongside SOX2 on a fraction of pluripotency enhancers and SOX2 alongside GATA6 more extensively on endoderm enhancers, suggesting that cooperative binding between these antagonistic factors both supports self-renewal and prepares progenitor cells for later differentiation.

## Highlights

• A compendium of *in vitro* enhancers for naive pluripotency and naive extra-embryonic endoderm
• Unsegregated ICM-like cells arise in KOSR media, which co-express SOX2 and GATA6
• DP cells can contribute to both embryonic epiblast and extra-embryonic endoderm
• In DP cells, SOX2 mobilizes to GATA6 sites, mainly at naive extra-embryonic endoderm enhancers

## Introduction

How do progenitor cells sit at the cusp of two lineages, remaining stable as cell types, but simultaneously prepared for differentiation toward multiple fates? In early mammalian embryos, the progenitors of the embryonic epiblast and extra-embryonic primitive endoderm (PrE) stably express antagonistic transcription factors (TFs) that will eventually drive epiblast and PrE lineage specification. Instead of undergoing spontaneous differentiation to both lineages, these cells exist stably across several cell cycles *in vivo* (Dietrich and Hiiragi, 2007). Here, we ask the question of how these cells express antagonistic factors and what function this might have in development and differentiation, focusing on how endoderm and epiblast enhancers become primed in different *in vitro* conditions.

Naive embryonic stem cells (ESCs) are pluripotent cells derived from the inner cell mass (ICM) of the mammalian blastocyst, able to both self-renew and generate all the lineages of the future embryo, but not the extra-embryonic lineages (Morgani et al., 2017; Nichols and Smith, 2011). ESCs can be cultured in a range of conditions, including defined media that support slightly different sub-populations along the spectrum of lineage specification. Culture in serum with the cytokine leukemia inhibitory factor (LIF) or defined basal media supplemented with Activin A, a GSK3 inhibitor (CHIR99021) and LIF (NACL) (Anderson et al., 2017) produce cells primed toward both an epiblast and endoderm identity. By contrast, cells cultured with a MEK inhibitor (PD0325901), CHIR99021 and LIF (2iLIF) (Ying et al., 2008) homogeneously express markers related to epiblast identity and contain a small sub-population that co-express both epiblast protein and extra-embryonic RNA (Morgani et al., 2013). This isolated subpopulation is experimentally totipotent (Riveiro and Brickman, 2020). Another subpopulation shown to exhibit experimental totipotency are 2-cell-like cells, a rare subpopulation that arises spontaneously in ESC culture and expresses factors from the 2-cell (2C) stage embryo (Genet and Torres-Padilla, 2020).

In this paper, we explore how the co-expression of epiblast and PrE factors influence differentiation and TF occupancy. We identify spontaneously arising ESCs that co-express SOX2 and GATA6, where these two factors govern an early ICM-like state. Single cell RNA sequencing (scRNA-seq) revealed that these cells, grown in KnockOut Serum Replacement media (KOSR), are poised for both embryonic and extra-embryonic differentiation. Based on multiple enhancer sets generated from ESC and PrE or naive extra-embryonic endoderm (nEnd) states *in vitro*, we found that SOX2 is recruited to a subset of PrE enhancers and, to a lesser extent, GATA6 to pluripotency enhancers. These findings suggest that the cooperative binding of SOX2 and GATA6 primes enhancer states, potentially setting up competence for differentiation.

## Results

### KOSR promotes early ICM-like cells in culture

While we had previously described the co-expression of epiblast/ICM TFs with extra-embryonic RNA (Morgani et al., 2013), the co-expression of lineage opposing TFs in ESC culture is rare. To identify conditions that support a co-expressing sub-population, we generated a protein-based double reporter SOX2-GFP/GATA6-mCherry (SGGC) ESC line, with the endogenous epiblast and pluripotency factor SOX2 fused to GFP and the PrE TF GATA6 fused to mCherry (Figures 1A and S1A–S1E). We confirmed that SOX2-GFP was expressed when SGGC ESCs were cultured under naive conditions in 2iLIF and that GATA6-mCherry was expressed following differentiation toward PrE (Anderson et al., 2017) (Figures S1F–S1G). We then explored whether a GATA6/SOX2 double-positive (DP) population could be trapped in different culture conditions, including 2iLIF, NACL, and KOSR (Anderson et al., 2017; Garcia-Gonzalo and Izpisúa Belmonte, 2008; Ying et al., 2008). We also tested two culture conditions reported to produce ESCs with enhanced or expanded potential stem cell media (EPSCM) (Yang et al., 2017a), and extended pluripotent stem cell media containing LIF, CHIR99021, DiM, and MiH (LCDM) (Yang et al., 2017b). Cells cultured in EPSCM and KOSR contained a modest fraction of DP cells (1%–5%), while none of the other culture conditions significantly supported this population (Figure 1B). We confirmed these findings by immunostaining (Figure 1C), indicating that both EPSCM and KOSR cultures can support a small stable DP sub-population.

**Figure 1:**
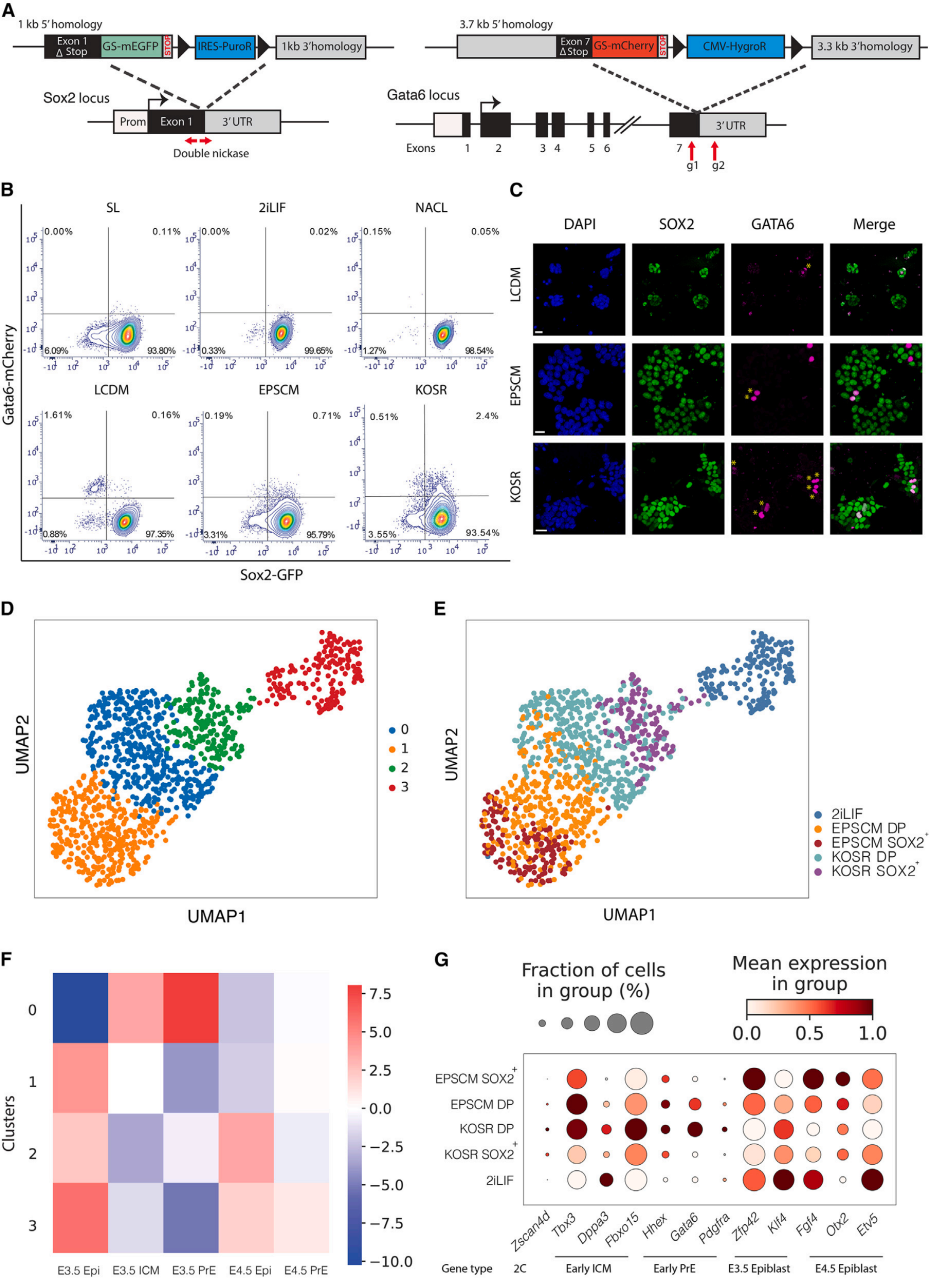
GATA6 and SOX2 expression report on an ICM-like sub-population in certain culture states for naive pluripotency (A) Schematic drawing of the SGGC double reporter. (B) Flow cytometry contour plots of the SGGC cell lines in the stated media conditions. SL, serum/LIF. (C) Immunofluorescence images of SOX2 and GATA6 in the stated conditions. Scale bar, 30 μm, yellow stars indicate co-expression. (D) UMAP of scRNA-seq dataset where coloring represents Louvain clustering. (E) UMAP of scRNA-seq dataset showing the different cell populations sequenced. (F) Heatmap showing normalized residuals post-χ^2^ test comparing differences in proportions of the Seurat clusters mapped to *in vivo* scRNA-seq of pre-implantation blastocysts (Nowotschin et al., 2019). Color scale represents the normalized deviation of observed from expected proportions. (G) Dot plot graph showing the log normalized average expression of selected genes across different media conditions. The average expression is marked by the color scale and the percentage of expression by the size of the circle.

To determine the nature of DP cells in EPSCM and KOSR and what their equivalent *in vivo* cell state might be, we performed scRNA-seq of SGGC cells in KOSR and EPSCM using MARS-seq2 (Keren-Shaul et al., 2019). Cells were cultured in KOSR, EPSCM or 2iLIF for at least 4 passages. DP and SOX2-GFP single positive (SOX2^+^) cells were isolated by fluorescence-activated cell sorting (FACS) alongside 2iLIF control cells. After pre-processing and quality filtering, our dataset comprised 1,139 cells and 21,590 genes. Using principal component analysis (PCA), the separation of the datasets for PC1 is driven by positive expression of 2C genes (*Zscan4*, *Dux*, and *Tcstv3*), while PC2 is driven by all three culture conditions (Figures S2A and S2B).

To assess the identity of these populations, we visualized the data using Uniform Manifold Approximation and Projection (UMAP) and used unsupervised clustering to define a total of four clusters (Figure 1D). KOSR and EPSCM SOX2^+^ cells cluster independently from each other, with the KOSR SOX2^+^ cells found uniquely in cluster 2, sitting between 2iLIF (cluster 3) and the KOSR DP cells (Figure 1E). KOSR DP cells are all found within a single cluster, cluster 0, whereas ESPSC DP cells are split between clusters 1 and 0 (Figure 1E). Cluster 0 also contains the majority of GATA6-positive cells, a significant proportion of which express *Sox2* mRNA. Pluripotency markers such as *Zfp42* are expressed throughout the four clusters (Figure S2C). To establish the identity of cells and clusters derived in specific culture conditions, we integrated our data with *in vivo* data from the blastocyst (Nowotschin et al., 2019) and found that only cluster 0 resembled the ICM and early PrE (Figure 1F), and, while there are few cells in this cluster from EPSC, 84% of the cells are KOSR DP. While both the EPSCM DP and KOSR DP exhibit some ICM marker expression (Figure S2D), we observed significant upregulation of both early ICM (*Tbx3*, *Dppa3*, and *Fbxo15*) and endoderm (*Gata6*, *Pdgfra*, and *Hhex*) genes specifically in KOSR DP cells compared with EPSCM DP cells (Figures 1G and S2E).

Gene Ontology (GO) analysis of differentially expressed genes between KOSR DP and EPSC DP revealed an enrichment of terms related to metabolism. KOSR DP and EPSCM DP cell transcriptomes were enriched for processes such as hypoxia and mitochondrial activity and pathways related to glycolysis and pyruvate metabolism, respectively (Figures S2F and S2G). In comparison with KOSR SOX2^+^, KOSR DP cells were enriched for genes related to oxidative phosphorylation (e.g., *Cox5a* and *Cox6c*) and lipid metabolism (e.g., *Cpt1a* and *Slc25a20*), as well as regulation of cell death processes and p53 activity (Figures S2H, S2I, and S3A–S3C). Oxidative phosphorylation and lipid metabolism are characteristic of the pre-implantation ICM, which utilizes these energy sources before shifting to a glycolytic metabolism in the later epiblast, peaking at implantation (E4.5–E5.0) (Leese, 2012).

Taken together, these analyses suggest that ESC culture in KOSR best traps a DP SOX2-GATA6 co-expressing population with ICM-like characteristics, and that, of the tested conditions, KOSR is the best candidate for exploring the molecular events that underlie endoderm and epiblast priming *in vivo*.

### KOSR DP cells are dynamic and primed for PrE differentiation

To study the behavior of the DP population in KOSR, we performed live imaging of steady-state KOSR culture for 72 h, a time period sufficient to enable DP cells to arise and revert to single SOX2^+^ or GATA6^+^ cells. Based on lineage tracking of individual cells and their descendants, we found that when DP cells arise, they maintain expression of both GATA6-mCherry and SOX2-GFP for around two cell cycles (∼36 h) (Figure S4A). DP cells divide into distinct daughter cells, with 57% of them maintaining their phenotype, 28% converting to SOX2^+^, and 15% into GATA6^+^ (Figure S4B). The division rate of SOX2^+^ cells is fastest and the GATA6^+^ cells is slowest, with the DP population intermediate between the two, suggesting that these media conditions are optimal for epiblast expansion. Consistent with this, the relative number of cells undergoing cell death is slightly lower in the SOX2^+^ cells (23% in DP vs. 16% in SOX2^+^) (Figure S4C, Video S1).

Video S1. Timelapse of SOX2 and GATA6 expressing ESCs in KOSR culture

Since DP cells (both EPSCM and KOSR DP cells) have an overall longer cell cycle, we determined the distribution of cell cycle stages in the different populations in the scRNA-seq dataset. We observed that the DP populations of both EPSCM and KOSR have more cells in the G1 and G2 phases compared with the control 2iLIF cells and the SOX2^+^ sister cells (Figure S4D). As cells primed for PrE differentiation have been shown to stay for longer in G1 (Coronado et al., 2013; Perera et al., 2022), this could explain why DP cells possess a longer G1 phase. An increase in the G2 phase may be linked to an increase in cell death in the DP cells, as G2 arrest normally precedes apoptosis (Pietenpol and Stewart, 2002).

Given the dynamic nature of the DP population, we reasoned that spontaneously occurring ICM-like cells could represent an intermediate in PrE differentiation that is also capable of giving rise to epiblast. Therefore, ICM-like DP cells should exhibit an enhanced capacity or bias to undergo PrE differentiation, relative to single SOX2^+^ ESCs, but this should not be at the expense of a decrease in the efficiency with which they differentiate to epiblast. To test this hypothesis, we assessed the relative efficiency of KOSR DP and SOX2^+^ cells to differentiate into lineages of the preimplantation embryo (Figures 2A and S4E). When directed toward PrE (Anderson et al., 2017), sorted DP cells rapidly produce robust SOX2^–^/GATA6^+^ monolayers within 5 days, whereas SOX2^+^ cells only partially differentiate (Figures 2B and 2C). In contrast, the epiblast (Figure 2D) or trophectoderm (Figures S4E and S4F) differentiation efficiency of these two populations is not significantly different. Finally, we also found that individual SOX2^+^ and DP cells have a similar capacity to support the expansion of undifferentiated colonies in clonal assays (Figures S4E, S4G, and S4H). Since DP cells can readily differentiate to Epi-like and PrE, mimicking ICM identity, we performed morula aggregation with H2B-miRFP670 tagged SOX2^+^- and DP-sorted cells and analyzed their contribution to host blastocysts. As expected, SOX2^+^ cells extensively contributed solely to the epiblast (22/24 embryos), while DP cells were found in both the epiblast and PrE (13/19 embryos) (Figures 2E and 2F). We transferred aggregates to pseudo-pregnant mice and further assessed the contribution at E6.5. Here, we found that SOX2^+^ donor cells contributed only to the epiblast (10/11 embryos), whereas DP cells contributed to both the extra-embryonic visceral endoderm (VE), marked with GATA6 staining, and epiblast (4/13 Epi and VE, 1/13 VE, and 8/13 Epi contribution) (Figures 2G and 2H). Taken together, these observations support the existence of a transient ICM-like state in KOSR culture.

**Figure 2:**
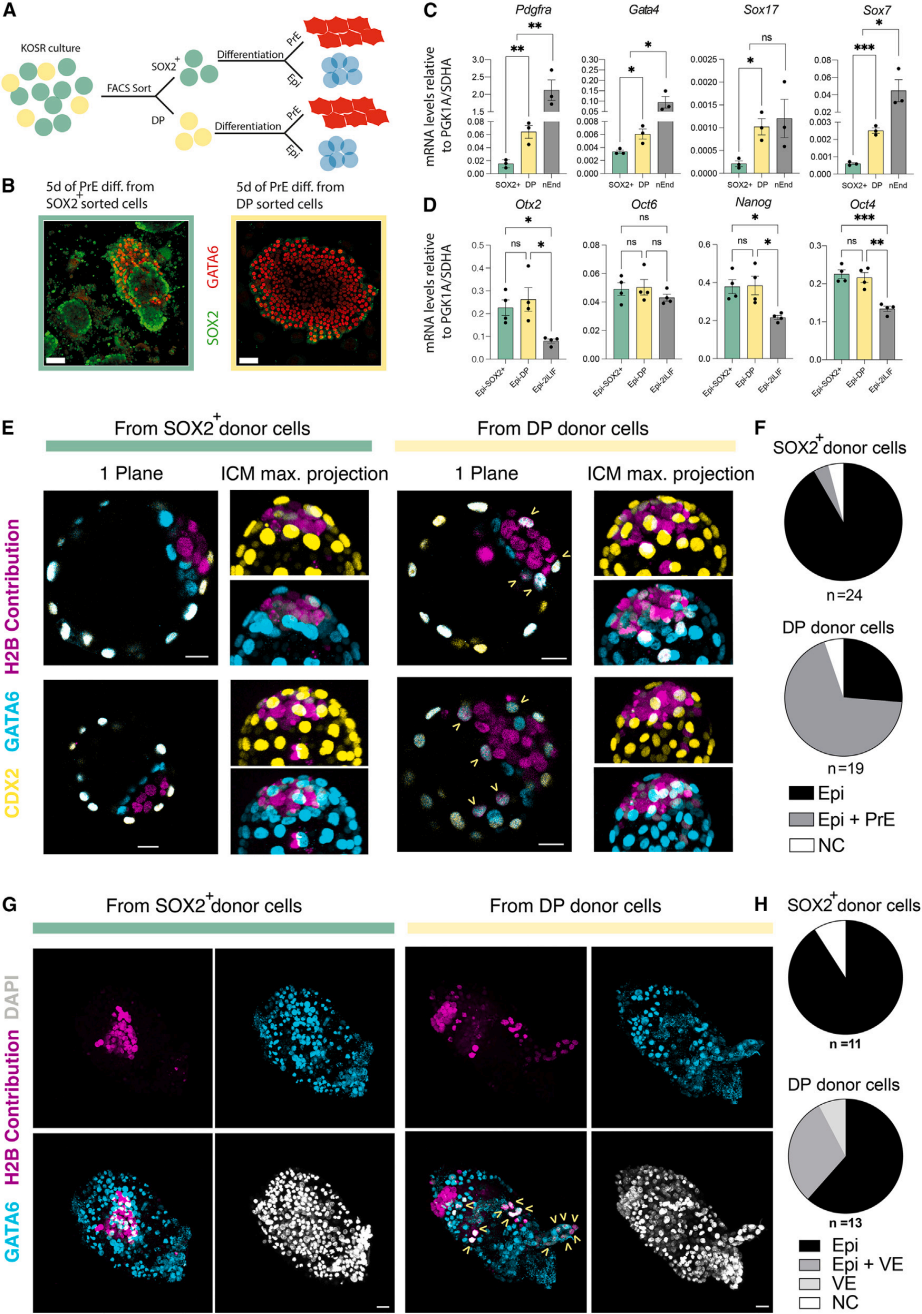
GATA6 and SOX2 DP ESCs have ICM-like bipotency for extra-embryonic endoderm and epiblast differentiation (A) Representative drawing of the PrE and Epi-like differentiations performed after sorting KOSR cells into SOX2^+^ and DP cells by FACS. (B) Representative images of the sorted SOX2^+^ (green frame) and DP (yellow frame) after 5 days (5d) in PrE differentiation media (PrE diff.). Scale bar, 50 μm. (C) Relative mRNA levels of different PrE genes after 5 days of differentiation from sorted SOX2^+^ (green bar) and from DP cells (yellow bar). nEnd control values in gray bar. Dots represent three individual differentiations from different individual clones. Columns show mean ± SEM. Statistics show unpaired t tests. Ns, non-significant. ^∗^p < 0.05; ^∗∗^p < 0.01; ^∗∗∗^p < 0.001. (D) Relative mRNA levels of different Epi genes after 3 days of Epi-like differentiation from sorted SOX2^+^ or DP cells. Dots represent four individual differentiations using two independent clones. Gray columns show control values of four individual Epi-like differentiations starting from a 2iLIF unsorted population. Columns show mean ± SEM. Statistics show one-way ANOVA. ns, non-significant ^∗^p < 0.05; ^∗∗^p < 0.01. (E) Immunofluorescence images showing one plane or a zoomed section of the ICM (maximum projection) of E4.5 blastocysts showing the H2B-tagged contribution from SOX2^+^ or DP donor cells after morula aggregation assay. H2B contribution in magenta, CDX2 staining in yellow, and GATA6 staining in cyan. Scale bar, 20 μm. Arrows show contributing donor cells co-stained with GATA6 and not CDX2, meaning PrE contribution. (F) Quantification of the E4.5 contribution after morula aggregation assay. n = 24 E4.5 blastocysts from SOX2^+^ donor cells and 19 E4.5 blastocysts from DP donor cells. Epi, epiblast contribution; Epi+PrE, epiblast and PrE contribution; NC, no contribution. (G) Immunofluorescence images showing a maximum projection of a representative E6.5 embryo showing the H2B-tagged contribution from SOX2^+^ or DP donor cells after morula aggregation assay. H2B contribution in magenta. GATA6 staining in cyan. Arrows show contributing donor cells co-stained with GATA6 (extra-embryonic VE contribution). DAPI in white. Scale bar, 30 μm. (H) Quantification of the E6.5 contribution after morula aggregation assay. n = 11 E6.5 embryos from SOX2^+^ donor cells and 13 E6.5 embryos from DP donor cells. Epi, epiblast contribution; Epi+VE, epiblast and VE contribution; VE, VE contribution; NC, no contribution.

### Co-expression of SOX2 and GATA6 induces changes to canonical binding

To determine how these two antagonistic TFs could be co-expressed in KOSR and whether they might influence each other’s binding or activity, we sought to identify the extent to which they recognize the same target in different populations. While considerable effort has been invested into understanding the pluripotency or epiblast network (Li and Belmonte, 2017), by comparison, little has been invested into PrE. To provide a framework by which we can understand the nature of this lineage bifurcation, we first established the enhancer network in differentiated PrE cells and compared it with the epiblast, as recapitulated in different pluripotent culture conditions. We assessed the enhancer network in nEnd stem cells and compared it with two distinct pluripotent conditions: 2iLIF and NACL. NACL is a defined pluripotent culture system where cells exhibit similar heterogeneity as conventional serum-containing media. In addition, NACL media is composed of the same set of cytokines as used for nEnd culture, but differs only in its base media (N2B27). 

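The enhancer network was built from 12 CUT&RUN libraries of SGGC embryonic stem cell clones, which carry fluorescent reporters of SOX2 and GATA6. In CUT&RUN, an antibody guides micrococcal nuclease to a chromatin protein or histone mark, and the DNA released around it is sequenced. For each of 2iLIF, NACL and nEnd there were 2 libraries of H3K27ac, from clones B9 and B12, and 2 of H3K4me1, which came from B9 and B12 in 2iLIF and NACL and from 2 samples of clone B9 in nEnd. The authors trimmed the reads with Cutadapt, aligned them with Bowtie2 and called peaks in each library with SEACR against an IgG control; the deposited peak lists give each peak's position on the mouse genome mm10, its summed coverage signal and its highest signal. Those signals are on each library's own scale and the read depth is unknown. Positions were therefore compared between libraries, and signal served to rank peaks within a library. The exception was the choice of windows for motifs, where signal divided by its library's median was compared between libraries. The lists held 232779 and 401853 H3K27ac peaks in 2iLIF, 210904 and 224091 in NACL, and 20072 and 21394 in nEnd. H3K4me1 lists held 33252 and 52599 peaks in 2iLIF, 24700 and 30698 in NACL, and 18627 and 42816 in nEnd. Replicates overlapped unevenly: of the B9 H3K27ac peaks, 71.0% overlapped a B12 peak in 2iLIF, 59.3% in NACL and 81.1% in nEnd, while 40.0%, 61.6% and 76.1% of the B12 peaks overlapped a B9 peak. The paper's text does not give the overlap or replicate rule behind its enhancers and refers to supplemental methods, which were not among the sources used here. Here, peaks of both libraries of a mark were merged, a merged region was kept when it held peaks of both, and an enhancer was a kept H3K27ac region that overlapped a kept H3K4me1 region by at least 1 bp, on chromosomes 1 to 19, X and Y. This gave 135612 kept H3K27ac regions in 2iLIF, 112092 in NACL and 14727 in nEnd, and 25110, 17584 and 15940 kept H3K4me1 regions in the same order.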

We identified cell-type-specific enhancers by profiling the co-occupancy of the histone modifications H3K27ac and H3K4me1, the combination of which denotes enhancer activity (Calo and Wysocka, 2013) using Cleavage Under Targets & Release Using Nuclease (CUT&RUN) (Skene and Henikoff, 2017) (Figures 3A–3E). 

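With both clones required for each mark, 27880 enhancers were found in 2iLIF, with a median width of 3485 bp, and 15586 in NACL, with a median width of 4566 bp. Of the NACL enhancers, 81.2% overlapped a 2iLIF enhancer, while 49.2% of the 2iLIF enhancers overlapped one in NACL. A 2iLIF enhancer without a NACL counterpart occurred 14155 times and a NACL enhancer without a 2iLIF counterpart 2924 times. The former number was 44571 without the libraries of B9 in 2iLIF, and the latter was 1134 without those, 6631 without the libraries of B9 in NACL and 8221 without those of B12 in NACL. Merging the overlapping 2iLIF and NACL enhancers gave 10889 pluripotency enhancers active in both media. The replicate rule moved this number most: accepting a peak of either clone gave 22900, and keeping only the stronger 50% of each library's peaks gave 5232. With enhancers within 1 kb of an annotated transcription start site removed in each medium before merging, the number was 6624. Regions are not replicates, and no test was made on these numbers.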

Based on the combination of these marks in two clonal cell lines in both pluripotent conditions, we identified 6,849 active pluripotency enhancers (Figures 3A–3C). In nEnd, we found 4,957 active PrE enhancers, with 1,434 of these being shared by both lineages, referred to as “common enhancers” (Figures 3B, 3D, and 3E). 

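In nEnd, 7636 enhancers carried both marks in their libraries, with a median width of 8781 bp. Of these, 41.0% overlapped a pluripotency enhancer, and 33.1% of the pluripotency enhancers overlapped an nEnd enhancer. The overlapping enhancers merged into 2859 common enhancers, which left 4502 nEnd enhancers outside the pluripotency set (PrE enhancers) and 7286 enhancers active in both 2iLIF and NACL but not in nEnd (pluripotency enhancers, in the sense of this class from here on). Of the PrE enhancers, 1281 (28.5%) overlapped an enhancer of 2iLIF (872) or of NACL (448), so this class is not limited to enhancers absent from both media. The classes differed in size, with median widths of 19679 bp for common, 7164 bp for PrE and 6098 bp for pluripotency enhancers. Common enhancers also lay most often at promoters: 72.9% came within 1 kb of an annotated transcription start site, compared with 50.1% of PrE and 33.0% of pluripotency enhancers. The number of PrE enhancers was 9354 with a peak in either library, 2142 with the stronger 50% of peaks and 2416 away from start sites. It was 11134 without the B12 H3K27ac library and the H3K4me1 library of 18627 peaks of nEnd. With those near a start site removed in each condition before the sets were compared, nEnd had 3274 enhancers and 831 regions were common. An enhancer whose counterpart was removed could change class, so the 2416 PrE enhancers are not only a part of the 4502. The number of common enhancers was 7054 when a peak in either library sufficed and 1052 with the stronger 50% of each library's peaks. The paper uses the overlap of these sets to separate enhancers of each lineage from those shared by both.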

Motif analysis indicated that these regulatory regions are cell type specific as we identified specific groups of motifs enriched in each enhancer set. We observed that the PrE subset was highly enriched for GATA motifs, while the pluripotency subset was enriched for the OCT, NANOG, ESRRB, and KLF motifs. 

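Motif content was measured as the share of enhancers with a consensus string, on either strand, in the 500 bp around the strongest H3K27ac maximum, in GRCm38 sequence. The strongest maximum was that with the highest signal after division by the median of its library's peaks. Windows of pluripotency enhancers came from 2iLIF and NACL libraries, and those of PrE enhancers from nEnd libraries. The GATA string AGATAA occurred in 43.8% of 4502 PrE enhancers and 24.2% of 7286 pluripotency enhancers (odds ratio 2.44, 95% interval 2.25 to 2.64; Fisher's exact test, two-sided, p = 9.11e-108, BH-adjusted over the 6 motifs 5.47e-107). The ESRRB string TCAAGGTCA was found in 0.911% of PrE and 3.44% of pluripotency enhancers (odds ratio 0.258, interval 0.185 to 0.359, adjusted Fisher's exact p = 8.28e-20). The OCT string ATGCAAAT occurred in 2.53% of PrE and 4.87% of pluripotency enhancers, an odds ratio of 0.507 (0.409 to 0.629, adjusted exact p = 1.28e-10), and the KLF string CCACACCC in 6.31% and 7.73%, an odds ratio of 0.804 (0.694 to 0.932, adjusted exact p = 0.0045). For NANOG, whose string GCCATTA was in 4.78% of PrE and 4.43% of pluripotency enhancers, no difference was detected (odds ratio 1.08, 0.906 to 1.29, adjusted exact p = 0.389). The SOX string CATTGT was also more frequent in PrE enhancers, at 37.8% compared with 26.2% (odds ratio 1.72, 1.59 to 1.86, adjusted exact p = 1.25e-39). Enhancers are not replicates, so these p-values describe the enhancer sets and not the variation between cultures. Counted over whole enhancers instead of the central window, AGATAA matches per kb were 0.669 in PrE and 0.634 in pluripotency enhancers, a ratio of 1.06. For CATTGT they were 0.595 and 0.585, a ratio of 1.02, so its excess in the windows was nearly absent over whole enhancers. The paper reasons from the motif groups of each set that the enhancers are specific to their cell type.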

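Among the 2859 common enhancers, the KLF string CCACACCC was present in 8.74% of the 500 bp windows. That share was higher than in PrE enhancers (odds ratio 1.42, 95% interval 1.19 to 1.70; Fisher's exact test, two-sided, p = 1.05e-04, BH-adjusted over 12 comparisons 3.15e-04), while the difference from pluripotency enhancers did not pass the threshold (odds ratio 1.14, 0.979 to 1.34, p = 0.0956, adjusted p = 0.164). AGATAA was found in 25.4% of common enhancers, with no detected difference from pluripotency enhancers (odds ratio 1.07, 0.968 to 1.18, adjusted exact p = 0.229). Over whole enhancers, which need no window, AGATAA matches per kb were 0.610 in common, 0.634 in pluripotency and 0.669 in PrE enhancers. In that order the values were 0.104, 0.102 and 0.0960 for CCACACCC and 0.0378, 0.0415 and 0.0282 for the ESRRB string. No test was made on the common values. Common enhancers held the ESRRB string more often than PrE enhancers did, at 2.83%, an odds ratio of 3.17 (2.17 to 4.63, adjusted exact p = 3.03e-09). Windows of common enhancers could come from 2iLIF, NACL or nEnd libraries. The medians used for scaling were 6 in 2iLIF, 7 in NACL and 35 and 42 in nEnd, which favours maxima of the pluripotent cultures. The likeness of common to pluripotency windows, and the difference from PrE windows, may follow in part from this choice.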

The common enhancer subset features a strong KLF signature, consistent with its expression in both lineages (Morgani and Brickman, 2015; Nowotschin et al., 2019) (Figure S4I). GO analysis for Biological Processes for the closest gene to the different enhancer subsets suggest that pluripotency enhancers were associated with LIF response and embryo development terms (Figure 3F), the PrE enhancers with membranes and adhesion (Figure 3G), and common enhancers represented general cellular processes (Figure 3H).

**Figure 3:**
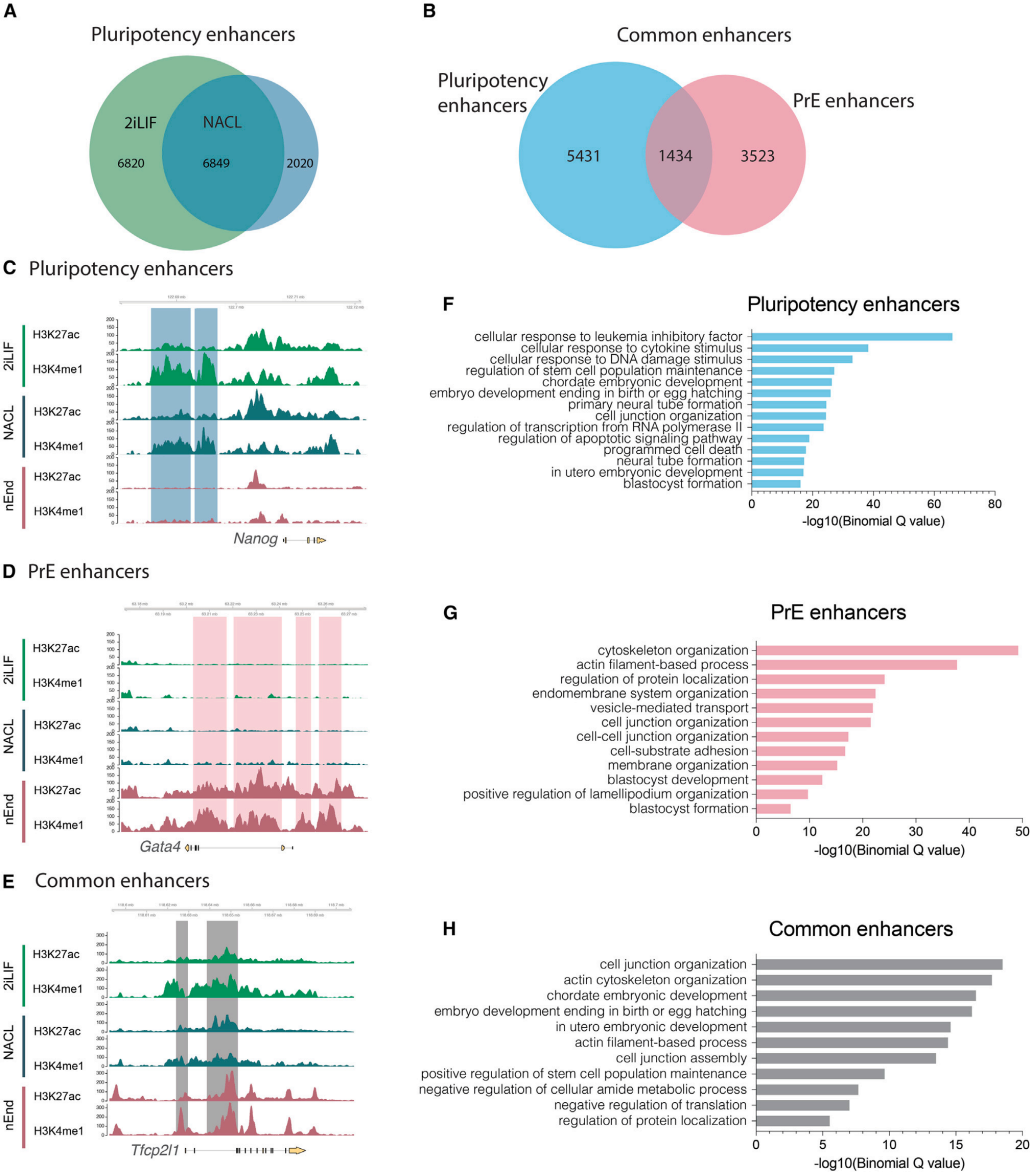
Enhancers governing self-renewing identity in naive endoderm and pluripotency (A) Euler diagram defining an intersect of pluripotency enhancers: enhancers active in both 2iLIF and NACL. (B) Euler diagram comparing pluripotency enhancers (intersect from A) with PrE enhancers. (C–E) Genome browser tracks of H3K27ac and H3K4me1 across conditions 2iLIF, NACL, and nEnd of loci *Nanog* (C), *Gata4* (D), and *Tfcp2l1* (E) with examples of pluripotency enhancers (blue), PrE enhancers (pink), and common enhancers (gray) defined in (B). (F–H) GO terms of the biological processes of pluripotency enhancers (F), PrE enhancers, (G) and common enhancers (H).

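At Nanog (ENSMUSG00000012396, chromosome 6 of GRCm38, 122707489 to 122714633, plus strand), 2 regions upstream of the gene were classed as pluripotency enhancers, from 122685065 to 122692573 and from 122692891 to 122697282. The other region, from 122700716 to 122720576, spans the gene and was classed as common because nEnd also had both marks between 122701296 and 122704665. The highest H3K27ac signal of the nEnd peaks in this window lay above 39.5% of the B12 and 25.99% of the B9 library's own peaks. At Gata4 (ENSMUSG00000021944, chromosome 14, 63198922 to 63271692, minus strand), an 82180 bp PrE enhancer from 63190741 to 63272920 covers the gene, and a common enhancer lies from 63139438 to 63179961. At Tfcp2l1 (ENSMUSG00000026380, chromosome 1, 118627945 to 118685168, plus strand), 3 common enhancers were found, from 118592234 to 118601117, from 118617452 to 118665387 and from 118665621 to 118692343. The strongest H3K27ac peak of the window around Tfcp2l1 had a higher signal than 97.9% of the peaks of its own library in nEnd B12 and than 99.1% in nEnd B9. Such percentages depend on how many weak peaks a list holds and were not compared between conditions.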

Having established the enhancer networks in both lineages, we assessed TF binding at both enhancer sets in both the final cell states (ESC and nEnd) and in the DP and in SOX2^+^ populations cultured in KOSR. CUT&RUN was used to profile GATA6 in nEnd and DP populations and SOX2 to analyse NACL, 2iLIF and SOX2+ populations. 

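SOX2 was profiled in 10 libraries and GATA6 in 5. SOX2 libraries came from 2iLIF and NACL (clones B9 and B12 each), and from sorted SOX2+ and sorted DP cells of KOSR culture (experiments labelled A, A1 and B, 1 library of each population per experiment). GATA6 libraries came from the same 3 DP sorts and from nEnd (B9 and B12). The authors called peaks in each library separately with SEACR against IgG, and the deposited signal is on each library's own scale. SOX2 peak numbers were 8203 and 13177 in 2iLIF, 17111 and 29623 in NACL, between 10513 and 20609 in SOX2+ cells, and 4859, 5320 and 1378 in DP cells from experiments A, A1 and B. GATA6 had 8316, 3821 and 1391 peaks in DP cells, in the same order, and 32510 and 24223 in nEnd. The label of the GATA6 library of experiment A ends in sub02, whose meaning is not given in the sources used here. The read depth behind these numbers is unknown, so binding was measured mainly as the share of each library's own peaks that overlap an enhancer class by at least 1 bp. A peak at more than 1 class was counted with the class that covered more of its bases. The share of enhancers that hold a peak is given beside it, and grows with the number of peaks called. Of the SOX2 peaks of DP experiment B, 95.2% overlapped a peak of A1, but only 24.5% of those of A1 overlapped a peak of B; between A and A1 the shares were 73.0% of A and 65.9% of A1. Of the GATA6 peaks of A, 40.9% overlapped a peak of A1 and 15.0% a peak of B, while 88.5% of those of A1 and 89.6% of those of B overlapped a peak of A.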

To determine if SOX2 and GATA6 binding shifts globally, we compared SOX2 and GATA6 binding on pluripotency, PrE, and common enhancer sets (Figure 4A). 

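SOX2 peaks fell on PrE enhancers in 8.75% ± 1.00 of cases in DP cells (SD, n = 3 libraries) and in 4.49% ± 0.533 in the 7 libraries of 2iLIF, NACL and SOX2+ cells. The difference of 4.26 percentage points was larger than the spread between libraries (exact permutation test, two-sided, p = 0.0167, the smallest that 3 libraries against 7 allow; BH-adjusted over the 3 classes 0.025), and each DP library lay above every pluripotent one. The test takes libraries as exchangeable, although the SOX2+ libraries share sorts with DP and the pluripotent share differed by culture. It was 4.04% in 2iLIF, 4.10% in NACL and 5.04% in SOX2+ cells. At common enhancers the share was 23.9% ± 2.01 in DP and 15.9% ± 1.16 in pluripotent libraries (difference 8.01 percentage points, exact permutation p = 0.0167, adjusted 0.025). At pluripotency enhancers the shares were 19.2% ± 2.04 and 20.98% ± 2.24, a change of -1.76 percentage points that did not stand out from the spread (exact permutation p = 0.283, adjusted 0.283). By culture, the pluripotent share was 23.8% ± 1.48 in 2iLIF (n = 2), where both libraries lay above every DP library, 20.5% ± 0.833 in NACL (n = 2) and 19.5% ± 1.44 in SOX2+ cells (n = 3). When every SOX2 library was held to its 1378 strongest peaks, this change was -8.48 percentage points (exact permutation p = 0.0167, adjusted 0.0167). Shares of the peaks at enhancers and shares of enhancers with a SOX2 peak were not among the comparisons set beforehand, and their p-values are unadjusted. Of the SOX2 peaks at enhancers of any class, 37.0% ± 2.01 lay at pluripotency enhancers in DP and 50.7% ± 3.47 in pluripotent libraries (exact permutation p = 0.0167). That share also falls when peaks at common and PrE enhancers rise, and 51.9% ± 3.00 of all DP peaks lay at enhancers of any class, compared with 41.4% ± 2.57. The share of pluripotency enhancers with a SOX2 peak was 8.58% ± 4.08 in DP and 35.2% ± 11.0 in pluripotent libraries (exact permutation p = 0.0167), and that of PrE enhancers 6.91% ± 4.10 and 13.6% ± 5.16 (exact permutation p = 0.0833); DP libraries had fewer peaks. Against SOX2+ cells of the same sorts alone, the DP share of peaks was 3.71 percentage points higher at PrE enhancers (exact permutation p = 0.1, the smallest that 3 against 3 allow) and -0.237 percentage points apart at pluripotency enhancers (exact permutation p = 0.9). Paired by experiment, exact sign flips gave p = 0.25 at PrE enhancers, the smallest that 3 pairs allow, and p = 0.75 at pluripotency enhancers. With equal peak numbers, the difference from SOX2+ cells at pluripotency enhancers was -5.66 percentage points (exact permutation p = 0.1). With all peaks and without the SOX2+ library of experiment B, or without the DP library of A or of A1, this difference turned positive, at 0.390, 0.243 and 0.451.

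**Figure D1:**
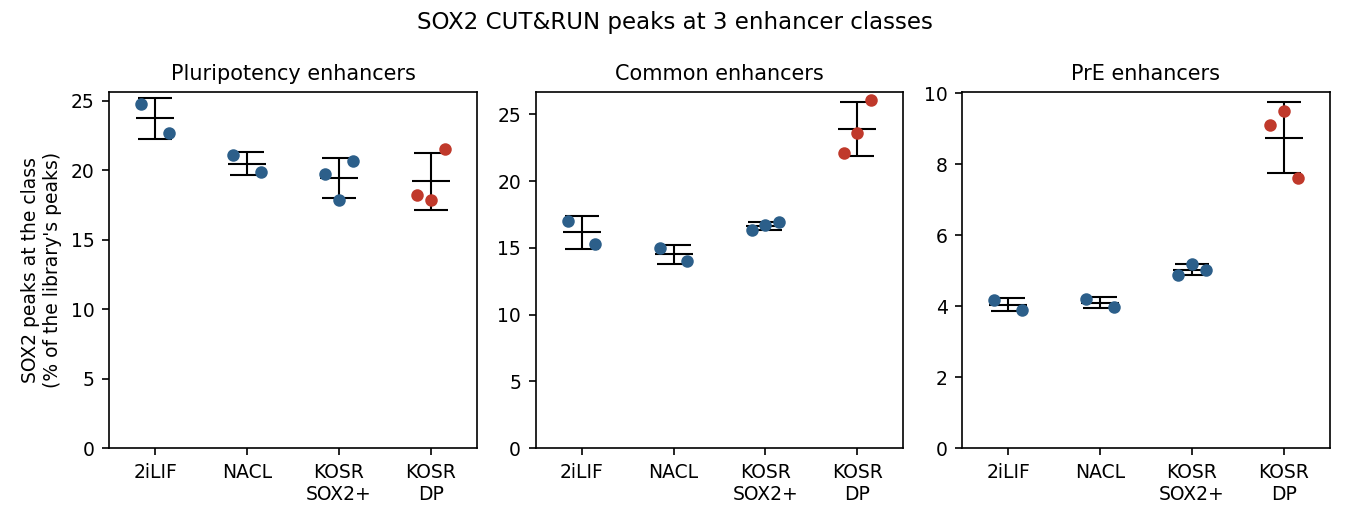
Share of each SOX2 library's peaks that overlap pluripotency, common or PrE enhancers (y axes, percent of the library's peaks; each panel has its own scale from 0). Points are libraries, horizontal lines and bars are means ± SD; the 3 DP libraries at PrE enhancers lie between 7.62% and 9.51%, above the 5.19% of the highest pluripotent library.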

While we observed a decrease in SOX2 binding to pluripotency enhancers in DP cells, we observed a significant recruitment of SOX2 to PrE enhancers alongside GATA6, suggesting that SOX2 binding moves toward potential GATA6 sites. We also observed a smaller acquisition of GATA6 peaks at pluripotency enhancers, slightly greater than GATA6 binding the same elements in nEnd (Figure 4A). 

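GATA6 peaks of DP cells overlapped pluripotency enhancers in 9.44% ± 0.244 of cases (SD, n = 3 libraries), with 9.22%, 9.40% and 9.71% in experiments A, A1 and B. In nEnd the share was 4.21% ± 0.347 (n = 2), with 3.96% in B9 and 4.45% in B12. The difference of 5.23 percentage points exceeded the spread between libraries. With p taken as 2 times the smaller tail, 3 libraries against 2 cannot give an exact permutation p below 0.2, the value obtained. Counted over enhancers the order was the opposite: 4.88% ± 3.60 of pluripotency enhancers held a GATA6 peak in DP cells and 13.3% ± 2.74 in nEnd (exact permutation p = 0.2), where more peaks were called. GATA6 in nEnd had a peak at 77.4% ± 5.10 of PrE enhancers, compared with 11.8% ± 7.57 in DP. From the loss of SOX2 at pluripotency enhancers and its gain at PrE enhancers beside GATA6, the paper proposes that SOX2 binding shifts toward sites that GATA6 can occupy.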

We detect 1,716 peaks co-bound by SOX2 and GATA6 in the DP cells (Figure 4B), and 416 of these peaks (24%) sit at enhancers that we previously defined. 

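Of the 330 regions that Tables S1 and S2 list near lineage genes, 232 equal, base for base, the stretches shared by a SOX2 and a GATA6 peak of experiment A1, while at most 35 match any other pair of a DP SOX2 and a DP GATA6 library, so the values of A1 are given too, a choice made after seeing the data; the paper's text does not name the libraries behind its co-bound peaks. In A1, 5320 SOX2 and 3821 GATA6 peaks shared bases in 1372 regions. Of these, 795 overlapped an enhancer of any class, or 57.9% (95% Clopper-Pearson interval 55.3% to 60.6%, which covers counting error only). With overlapping peaks merged, experiment A1 had 1361 co-bound regions. Of the other experiments, A had 1744, of which 56.0% were at enhancers, and B had 151, of which 66.2% were. Over the 3 experiments the share at enhancers was 60.0% ± 5.43 (SD). Requiring each factor in at least 2 of the 3 DP libraries left 3588 SOX2 and 3484 GATA6 regions and 984 co-bound regions, 595 of them at enhancers (60.5%, 57.3% to 63.5%). A peak in any library gave 2330 co-bound regions, and peaks in all 3 libraries gave 143. Leaving out the DP SOX2 library of A or of A1 left 285 and 287, and leaving out the GATA6 library of A or of A1 left 485 and 498. The share at enhancers moved most when enhancers within 1 kb of a transcription start site were left out, to 31.0%.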

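By class, the A1 regions at enhancers divided into 30.4% at PrE enhancers (95% Clopper-Pearson interval 27.3% to 33.8%), 20.4% at pluripotency enhancers (17.6% to 23.3%) and 49.2% at common enhancers (45.7% to 52.7%). The 984 regions of at least 2 libraries divided in the same order, with 173 at PrE (29.1%, 25.5% to 32.9%), 124 at pluripotency (20.8%, 17.6% to 24.3%) and 298 at common enhancers (50.1%, 46.0% to 54.2%). Experiment A had 25.9% at PrE, 24.5% at pluripotency and 49.6% at common enhancers. In experiment B, with 100 regions at enhancers, 27 lay at pluripotency and 25 at PrE enhancers, a difference within the counting error, and 48 at common enhancers. Common enhancers also covered the most sequence, 73.0 Mb compared with 58.5 Mb for pluripotency and 46.2 Mb for PrE enhancers. The shares were not scaled to this size, which may account for part of the lead of common enhancers. In another setting, enhancers near a transcription start site were removed in each condition before the classes were built. The classes then came out nearly even, at 35.4% PrE, 31.8% pluripotency and 32.8% common. Common enhancers that lost a counterpart could enter the other classes, so this does not show the original classes away from start sites. The PrE share of co-bound regions, 27.2% ± 3.00 over the experiments, was higher than the 13.1% ± 0.872 of regions bound by SOX2 alone in DP cells (difference 14.1 percentage points, higher in 3 of 3 experiments) and lower than the 34.4% ± 0.997 of regions bound by GATA6 alone (difference -7.26 percentage points). All shares of an experiment come from the same libraries, so the experiments form 3 pairs. Exact sign flips over these pairs, a test chosen after seeing the data, gave p = 0.25 for each comparison, the smallest that 3 pairs allow. The unpaired exact permutation test set beforehand gave p = 0.1 for each, but takes the shares as independent.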

The major cluster of co-bound peaks at enhancers (50%) sit at PrE enhancers, while only 28% of these are found at pluripotency enhancers and 22% at common enhancers. 

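SOX2 occupancy at GATA6 sites was measured directly as the share of SOX2 peaks that overlap a GATA6 region found in at least 2 DP libraries. It was 23.2% ± 1.66 in DP cells (SD, n = 3 libraries) and 4.26% ± 0.848 in the 7 pluripotent libraries (difference 18.9 percentage points; exact permutation test, two-sided, p = 0.0167, the smallest this design allows). The individual DP libraries gave 23.9% in A, 24.3% in A1 and 21.3% in B, while SOX2+ cells of the same sorts gave 4.63%, 4.12% and 5.38%. At GATA6 regions of nEnd, which come from other cultures, the shares were 30.7% ± 1.77 in DP and 10.7% ± 1.19 in pluripotent libraries (difference 20.0 percentage points, exact permutation p = 0.0167). Across experiments, 25.6% of the SOX2 peaks of A1 overlapped a GATA6 peak of A1, and 35.4% overlapped one of A, whose GATA6 library has more peaks. With only the bases of each peak's maximum counted, the difference at DP GATA6 regions was 4.72 percentage points (exact permutation p = 0.0167). It was 9.34 without the GATA6 library of experiment A and 9.74 without that of A1 (exact permutation p = 0.0167 for each), and at nEnd GATA6 regions it was 4.08 when every SOX2 and GATA6 library was held to as many peaks as the smallest (exact permutation p = 0.0167).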

Taken together, this suggests that SOX2 is recruited to sites with GATA6 occupancy; when this takes place at an enhancer, it is predominantly at PrE enhancers. 

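Tables S1 and S2 list the co-bound regions nearest to epiblast and to PrE genes. Table S1 holds 118 regions with 81 different genes, and Table S2 holds 212 regions with 162 genes. The genes' lineage lists come from embryo data not analysed here, so the regions themselves were compared with the DP peak lists. In Table S1, 78 regions overlapped both a SOX2 and a GATA6 peak of experiment A1 and 71 overlapped a co-bound region of at least 2 libraries (60.2%). In Table S2 these numbers were 156 and 141 (66.5%). An enhancer of any class overlapped 78.8% of the Table S1 and 76.4% of the Table S2 regions. Among those at enhancers, PrE enhancers held 6.45% of the regions near epiblast genes and 48.1% of those near PrE genes. Pluripotency enhancers held 38.7% and 2.47%, and common enhancers 54.8% and 49.4%, in the same order.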

Given the PrE bias in occupancy, we analyzed the closest genes regulated *in vivo* (Boroviak et al., 2018) to these SOX2-GATA6 co-bound peaks and observed a 2-fold enrichment of PrE genes over epiblast genes. Moreover, the co-bound regions, regardless of their affiliation to lineage specific genes, contain twice as many GATA6 motifs as those found for SOX2 (Tables S1 and S2). 

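The listed motif instances number 64 for SOX2 and 124 for GATA6 in Table S1, a ratio of 1.94, and 122 and 276 in Table S2, a ratio of 2.26; all 586 instances match the GRCm38 sequence at the listed offset. Position weight matrices built from those instances, with a pseudocount of 1 and the lowest-scoring instance as the threshold, were scanned over all co-bound regions, since the paper's text does not give its score thresholds. In the 330 listed regions themselves the matrices found 481 GATA and 387 SOX matches, where 400 and 186 instances are listed. That ratio was 1.24, so this scoring gives lower ratios than the listed instances in the same regions. In the shared bases of A1 they gave 2125 GATA and 1534 SOX matches, a ratio of 1.39, and in its merged regions the ratio was 1.18. In the 984 regions of at least 2 libraries there were 1779 GATA and 1649 SOX matches, a ratio of 1.08, and the ratio was 1.08 ± 0.0837 (SD) over merged regions of the 3 experiments. Consensus strings gave a higher ratio, with 1513 matches of AGATAA and 652 of CATTGT, or 2.32. Both motifs were denser than in the same regions moved by 50 kb: 3.19 GATA and 2.96 SOX matches per kb compared with 0.933 and 1.38. Regions bound by GATA6 alone had 3.43 GATA matches per SOX match and regions bound by SOX2 alone 0.212. Of listed regions with peaks in all 6 DP libraries, those with the highest table scores in Table S1 are assigned to Fat1, Ccn2 and Lig1. The Fat1 region, in an intron of Fat1 on chromosome 8 from 44979161 to 44979736 (GRCm38), is a common enhancer with the SOX2 instance GAACAAAGGC at 44979563 to 44979572 and the GATA6 instance CCAGATAACC at 44979331 to 44979340, both on the minus strand. The Ccn2 region, intergenic on chromosome 10 from 24590589 to 24590969, has TAACAAAAGA at 24590690 to 24590699 and GGAGATAAGA at 24590799 to 24590808, also on the minus strand. The Lig1 region, intronic on chromosome 7 from 13297732 to 13298107, has 1 GATA6 instance. In Table S2 the highest scores belong to Lamb1 (intergenic, chromosome 12, 31229207 to 31229753, common enhancer, 3 GATA6 instances), Col4a2 (in an intron of Col4a1, chromosome 8, 11266165 to 11266456, PrE enhancer) and Nrg2 (intronic, chromosome 18, 36151497 to 36151811, PrE enhancer). The Nrg2 region has the SOX2 instance CAACAAAAGC at 36151599 to 36151608 and 2 GATA6 instances, TGAGATAAGA at 36151613 to 36151622 and GCAGATAAAG at 36151677 to 36151686. At Lamb1 and Col4a2 none of the 3 SOX2+ libraries had a SOX2 peak, but 1 and 2 of the 4 libraries of 2iLIF and NACL did. At the other 4 regions all 3 SOX2+ libraries and all 4 of 2iLIF and NACL had a SOX2 peak.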

Only around 10% of the closest genes to the co-bound peaks are significantly upregulated when DP cells are compared with SOX2^+^ single-positive cells (specifically, 4.9% for epiblast genes and 11.7% for PrE genes) (Tables S1 and S2), suggesting that lineage priming is not occurring at the transcriptional level.

**Figure 4:**
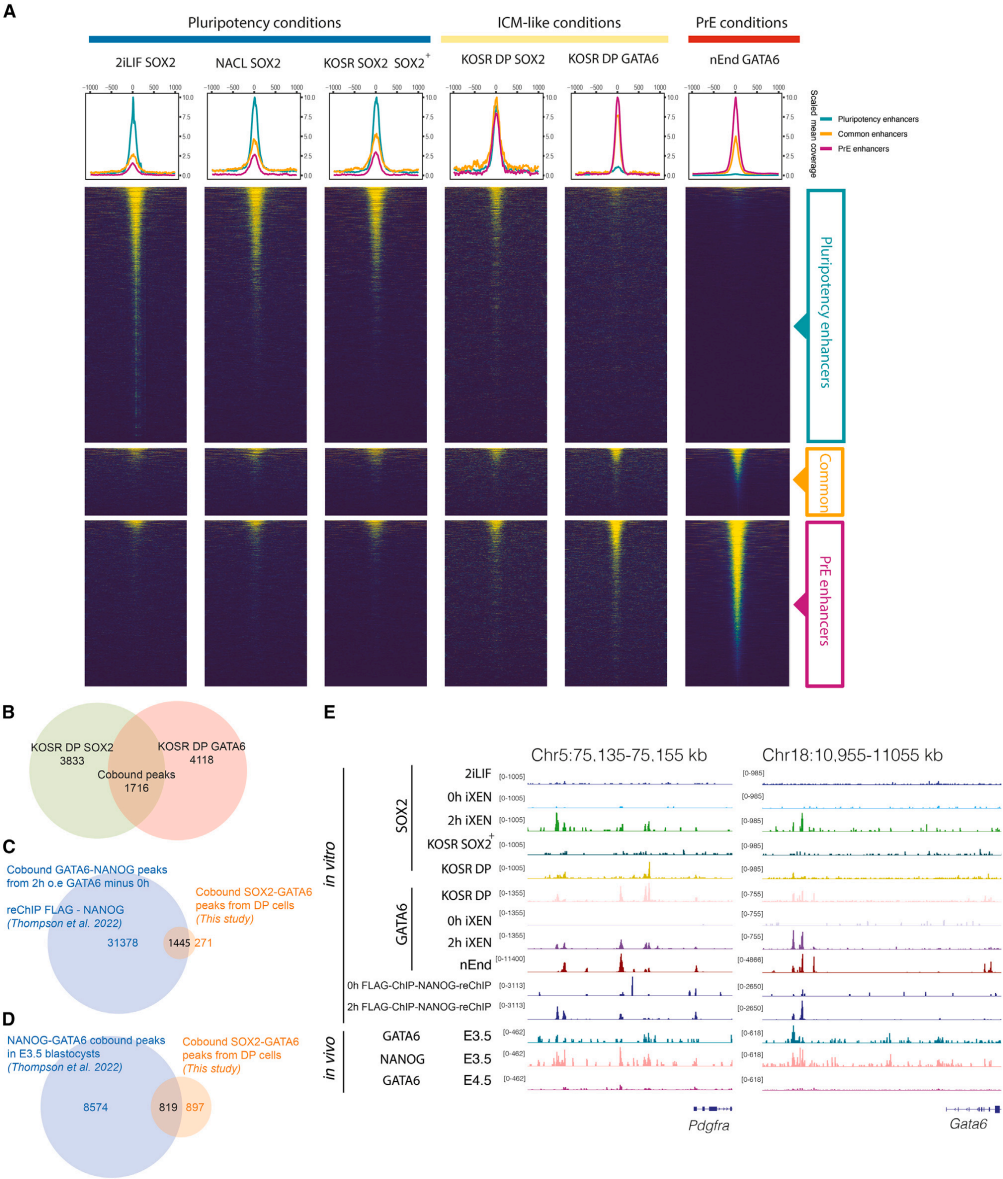
Reciprocal lineage priming by GATA6 and SOX2 (A) Scaled heatmaps showing SOX2 and GATA6 binding at the pluripotency, common, or PrE enhancer subsets defined previously, in the conditions: 2iLIF, NACL, KOSR sorted cells, and nEnd. (B) Euler diagram of SOX2 and GATA6 peaks in KOSR DP cells. (C) Euler diagram showing the overlap of the GATA6-FLAG chromatin immunoprecipitation (ChIP) with NANOG reChIP (Thompson et al. 2022) with our SOX2-GATA6 co-bound peaks in DP cells. (D) Euler diagram projecting the NANOG-GATA6 co-bound peaks from the *in vivo* data of the E3.5 blastocysts (Thompson et al. 2022) with the SOX2-GATA6 co-bound peaks in KOSR DP cells. (E) Genome browser tracks of SOX2 and GATA6 comparing data from this study (2iLIF, KOSR, and nEnd tracks) with Thompson et al. (2022) (0 h and 2 h of iXEN induction, the GATA-FLAG ChIP with NANOG reChIP and the *in vivo* E3.5 and E4.5 blastocysts tracks). *Pdgfra* and *Gata6* loci. Tracks are scaled accordingly with antibody and experiment. All the *in vitro* SOX2 experiments are in the same scale, the *in vitro* GATA6 experiments are also in the same scale (apart from nEnd due to the extreme difference in PrE genes expression). FLAG-NANOG reChIP tracks are on the same scale, as well as the *in vivo* data.

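Upstream of Pdgfra (ENSMUSG00000029231, chromosome 5 of GRCm38, 75152292 to 75198215, plus strand), 2 co-bound regions lie in a PrE enhancer from 75136718 to 75148900, both intergenic. The one nearer to the gene runs from 75146013 to 75146990, with its middle -5790 bp from the transcription start site. It held SOX2 peaks in DP experiments A and A1 but not B, with a highest signal of 16 and 33, and GATA6 peaks in all 3 DP experiments, with a highest signal of 44, 50 and 13 in A, A1 and B; signals are on each library's own scale. The farther region runs from 75137749 to 75138180, with its middle -14327 bp from the start site, and had SOX2 and GATA6 peaks in DP experiments A and A1. No SOX2+ or 2iLIF library had a SOX2 peak in the window that Fig. 4E shows, and each NACL library had 1, that of B12 inside the farther co-bound region, from 75137892 to 75138086, and that of B9 outside both, from 75137055 to 75137404. Both nEnd libraries had GATA6 peaks at both regions. At Gata6 (ENSMUSG00000005836, chromosome 18, 11052064 to 11085635, plus strand), 1 co-bound region lies from 11004082 to 11004670, intergenic and -47688 bp from the transcription start site, in a PrE enhancer from 11002013 to 11010728; NACL, but not 2iLIF, also had an enhancer there, from 11003312 to 11006851. SOX2 peaks there came from DP experiments A and A1, with a highest signal of 11 and 19, and GATA6 peaks from A, A1 and B, with 17, 9 and 4. No library of SOX2+, 2iLIF or NACL cells had a SOX2 peak at that region. In the same PrE enhancer, NACL B9 had a SOX2 peak outside the region, from 11006287 to 11006606. It overlapped a SOX2 peak of DP experiment A1, from 11006317 to 11006725, and GATA6 peaks of DP experiments A and A1.

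**Figure D2:**
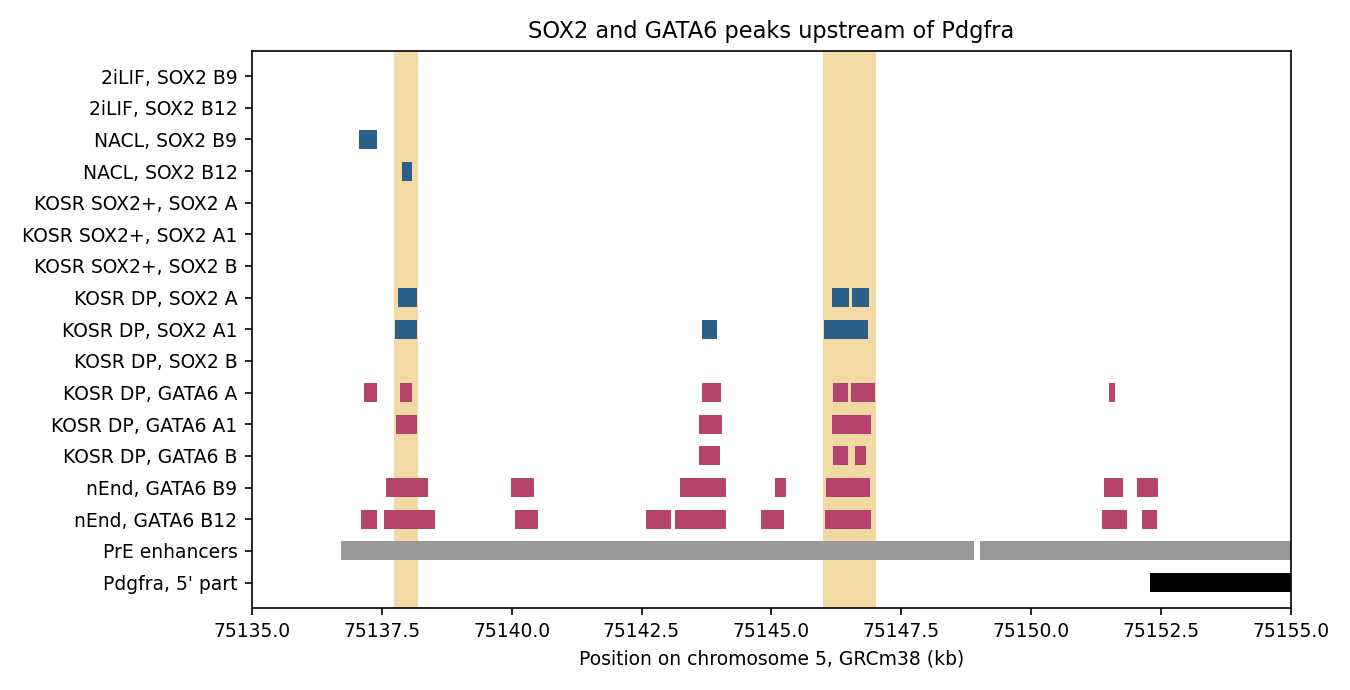
Peaks of SOX2 (blue) and GATA6 (pink) in each library in the window of chromosome 5 that Fig. 4E shows (x axis, kb, GRCm38). Each line is a library; bars are peaks drawn to scale, shaded columns are the 2 co-bound regions, grey bars PrE enhancers and the black bar the 5' part of Pdgfra. DP experiment B has GATA6 peaks but no SOX2 peak in this window.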

While our data on co-binding is not based on sequential precipitation, we took advantage of a recent study that explored a similar co-binding phenomena by sequential chromatin immunoprecipitation in response to GATA6 induction in ESCs to drive differentiation to iXEN cells (Thompson et al., 2022). We observed a significant percentage of overlap of our binding for SOX2 and GATA6 in DP cells with this study’s early timepoints for GATA6 induction (Figure 4E; and Table S3). Here, we found that between 70% and 80% of our DP peaks overlap with the 2- and 4-h overexpression time points for the factor GATA6 and 50%–60% for SOX2. We observe an impressive 84% overlap of our co-bound peaks with the NANOG-GATA6 co-bound peaks at 2 h based on sequential precipitation (GATA6-FLAG-NANOG) (Figures 4C and 4E), suggesting that our SOX2 and GATA6 are indeed binding at the same sites. We also observe a 48% overlap of our DP GATA6-SOX2 co-bound peaks with their NANOG-GATA6 co-bound peaks in the *in vivo* E3.5 blastocysts (Figure 4D). Moreover, assessment of these data also suggests that the preference of SOX2/GATA6 binding for PrE enhancers in our data may be a general property of cooperative binding between endoderm and epiblast determinants, as *in vivo* ICM GATA6-NANOG co-bound peaks also appear to more often bind in our endoderm enhancers (48%) compared with their presence at pluripotency ones (33%).

## Discussion

In this paper, we found that ICM-like expression of endoderm and epiblast TFs prepare differentiation not only for their own lineage, but for the opposing lineage as well. Cooperative binding interactions between SOX2 and GATA6 simultaneously prepare enhancers for activation, while maintaining these genes in a primed status enables rapid response in lineage bifurcation. Multipotent progenitors must maintain tight control of lineage commitment to ensure correctly proportioned embryonic development. Lineage-specific inducer genes, such as *Gata6* and *Sox2*, which are co-expressed in early ICM cells (Dietrich and Hiiragi, 2007; Morgani and Brickman, 2015), could prime later differentiation based on their ability to stabilize each other’s binding and maintain cells with the ability to kick start either lineage-specific gene regulatory network.

DP cells can readily differentiate toward epiblast or PrE, while their sister cells in culture (SOX2^+^ cells) seem to be biased toward epiblast. Transcriptionally and metabolically, DP cells also better approximate the E3.5 unsegregated ICM, whereas the SOX2^+^ cells resemble the E4.5 epiblast. In agreement with Posfai et al. (2021), we observe that cells cultured in EPSCM have a more epiblast-like signature. Given that the ICM can sustain the co-expression of these factors over multiple cell divisions, the wiring of these cooperative interactions between cross-lineage TFs are likely to be stable; we find *in vitro* ICM-like cells can sustain this state through cell division as well. A recent study based on GATA6 over-expression describes an *in vitro* model for the ICM based on early time points of GATA6-mediated reprogramming of naive ESCs (Thompson et al., 2022). However, here we manage to capture a small population of cells that spontaneously enter this state in self-renewing culture without artificial manipulation of gene expression. The ability to sort this population at a steady state enabled us to correlate differentiation competence with TF co-occupancy. Further work is required to properly understand the ICM’s environment, which in turn will lead to better ways to robustly expand these cells *in vitro*. But even as a small population, these cells seem to represent a genuine stem cell model that indefinitely maintains embryonic and extra-embryonic bipotency.

Steady-state culture pluripotency is supported by a set of enhancers that contain motifs for pluripotency factors, such as OCT4, SOX2, NANOG, KLFs, and ESRRB, while in nEnd the enhancers feature mostly GATA motifs. Common enhancers, which have H3K27ac and H3K4me1 present in both nEnd and naive cultures, are enriched for KLF motifs. While we observe GATA6 and SOX2 binding to all these enhancer sets, we find an almost identical bias in our data as that derived from the E3.5 ICM *in vivo* (Thompson et al., 2022) for PrE enhancers, as well as 2-fold increase in GATA6 motifs over SOX2 motifs. This suggests that GATA6 binds its consensus sites with a relatively high affinity and actively recruits SOX2, possibly via protein-protein interaction, rather than the other way round. This would seem to contrast its role in ESCs, where residence time data and *in vivo* imaging studies suggest that SOX2 drives OCT4 binding (Chen et al., 2014; White et al., 2016). Alternatively, this might reflect the ability of SOX2 to recognize lower affinity elements, like those recognized by SOX17, only in the presence of GATA6. Moreover, we observed the presence of SOX sites in the proximity of GATA in the PrE, but not the other way round. However, if this is the case, why should the presence of GATA6 still facilitate both endoderm and epiblast differentiation? Perhaps the relative level of free SOX2 is a key determinant of epiblast differentiation, and the presence of GATA6 titrates SOX2 away from epiblast enhancers and OCT4, maintaining a threshold concentration that can be pushed toward either endoderm or epiblast.

In hematopoietic differentiation, the co-expression of antagonistic lineage specifiers is thought to maintain progenitor populations at the apex of two lineages in a process referred to as multi-lineage priming (Graf and Enver, 2009; Hu et al., 1997). Here we find that cooperativity between GATA6 and SOX2 leads to alterations in their binding in DP cells, such that they are sitting at sites found in both lineage-specific enhancer sets. Presumably, there are either insufficient levels of these factors to drive differentiation or perhaps the expression of these two TFs in the absence of lineage determining signaling is insufficient to promote differentiation (Hamilton et al., 2019; Knudsen and Brickman, 2020). As there is little transcription of genes close to co-bound peaks, lineage-specific signaling may be required to drive transcription and occupancy by both TFs creates a situation in which the genes they regulate are in a ready response mode. That TFs bind to enhancers and prepare them for transcription in response to signaling to encode potency or remain bound following a signal to safeguard plasticity suggests that they are determinants of potential rather than actuality (Hamilton et al., 2019; Knudsen et al., 2023; Wong et al., 2023). In this instance, these factors bind together to enhancers that can drive transcription in either cell type, providing a head start for either lineage, but without triggering differentiation. Thus, multi-lineage priming may be about manipulating threshold distributions for lineage specification, exploiting antagonistic factors with interactions that can be manifest at the level of cooperative binding. In this way, these factors support cells in a precarious balance poised for either of two opposing fates that can be readily induced by alterations to signaling that promote lineage specific transcription.

## Experimental procedures

### Resource availability

#### Corresponding author

Further information and requests for resources and reagents should be directed to the corresponding author Joshua M Brickman .

#### Materials availability

Reagents generated in this study are available upon reasonable request to the corresponding author.

#### Data and code availability

scRNA-seq and CUT&RUN data that support the findings of this study have been deposited in NCBI GEO under accession number GSE227889 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227889).

The full scRNA-seq analysis can be found at https://github.com/brickmanlab/riveiro-et-al-2023/.

Previously published Nowotschin et al., 2019 and Thompson et al., 2022 datasets that were used here are available in the NCBI GEO under accession numbers GSE123046 and GSE181104.

### ESC culture

ESCs were generated using E14JU ESCs from the 129/Ola background. ESC lines were maintained in serum/LIF Canham et al. (2010), 2iLIF (Ying et al., 2008), NACL (Anderson et al., 2017), KOSR (Martin Gonzalez et al., 2016), EPSCM (Yang et al., 2017a), and LCDM (Yang et al., 2017b) as previously described.

### Generation of SGGC ESC lines

SOX2-GFP ESCs (Anderson et al., 2017) clone SG16 was used to further target with a GATA6-mCherry construct using CRISPR-Cas technology. The construct contains mCherry tagged immediately after exon 7 of the *Gata6* locus, just before the STOP codon, plus 3,000-bp homology arms. We obtained three clones (B9, B12 and E1) that were successfully integrated.

SGGC cells were verified by performing immunostaining for SOX2, GATA6, mCherry and GFP, western blot, locus Sanger sequencing to screen for unwanted mutations generated by CRISPR, karyotyping, and Southern blot (Figures S1A–S1E). Resistance cassettes can be easily removed using Cre-mediated recombination; however, we decided to use the original clones with the resistance cassettes included. All three clones give the same reproducible results. All three clones were used for scRNA-seq. Clones B9 and B12 presented the highest amount of DP cells, so these two clones were used in all CUT&RUN, differentiation, and morula aggregation experiments. Detailed characterization of the SGGC cell line is described in the figure legends and supplemental information.

### Flow cytometry and FACS

Cells were analyzed using an LSR Fortessa flow cytometer (BD Biosciences) with FACSDiva (BD Biosciences) software. Plots were generated using FCS Express 6.0 (DeNovo Software). Cells were sorted by SOX2^+^ or DP populations using a BD FACS Aria III (BD FACSDiva Software version 8) with a 100-μm nozzle. Further details are contained in the supplemental information.

### Differentiation

ESCs were cultured for four passages in KOSR prior to differentiation, isolated by FACS for DP or SOX2^+^ expression, and seeded at the same cell density. Upon attachment, media was replaced for specific differentiation conditions. For nEnd differentiation, we plated 6 × 10^4^ cells/cm^2^ in gelatinized plates and cultured the cells in RACL media as previously described (Anderson et al., 2017; Linneberg-Agerholm et al., 2019). For Epi-like differentiation, we plated 20 × 10^4^ cells/cm^2^ in fibronectin-coated plates and cultured the cells in Epi-like media for 3 days (Hayashi et al., 2011).

For trophoblast stem cell differentiation, we plated 10 × 10^4^ cells/cm^2^ and then transferred to trophoblast stem cell medium for a total of 6 days (Tanaka et al., 1998). Antibody staining, RT-PCR, and alkaline phosphatase are described in the supplemental information.

### scRNA-seq

Cells were sorted directly into 384-well plates containing lysis buffer, which includes the first RT primer and RNase inhibitor, then immediately frozen and later processed by the MARS-seq2 protocol (Keren-Shaul et al., 2019). scRNA-seq libraries were sequenced using Illumina NextSeq500 at a median sequencing depth of 225,000 reads per single cell. Pre-processing was done using the nfcore/marsseq pipeline (Proks et al., 2023) with the following command: nextflow run nf-core/marsseq -r 1.0.3 -profile ku_sund_dangpu –with-tower --genome mm10 --velocity --input SCR_20221006/raw/samplesheet.csv --outdir/scratch/ALBA_SB2/.

Both *in vivo* (Nowotschin et al., 2019) and *in vitro* datasets were independently processed using SCANPY (v1.9.3) (Wolf et al., 2018). The MARS-seq2 *in vitro* dataset was filtered to include cells containing between 1,000 and 45,000 unique molecular identifiers (UMIs) representing between 1,400 and 7,500 genes. The reference *in vivo* dataset was filtered to exclude cells with fewer than 10 UMIs and 10 genes and to only contain cells annotated as originating from E3.5 and E4.5 mouse stages. Empty control wells labeled as zero and ERCC-genes were also discarded. The filtered *in vitro* and *in vivo* datasets contained 1,139 cells and 1,006 cells, respectively. Raw counts were then depth normalized and Log1p transformed. For downstream analysis, highly variable genes were identified and a reduced dimension UMAP representation was computed for first 30 PCAs, followed by Leiden unsupervised clustering, which estimated four clusters with a set resolution of 0.4. The top differentially expressed genes were identified using a Benjamini-Hochberg-corrected t test, with the following cutoffs (log_2_(fold change) > 1 and adjusted p < 0.05). Mapping of the *in vitro* data onto the *in vivo* mouse E3.5 and E4.5 dataset was performed using the ‘ingest’ function of SCANPY. PCA of this dataset, and subsequent UMAP dimension reduction, was performed using an intersection of the top highly variable genes. The χ^2^ test, implemented in SciPy (Virtanen et al., 2020), was used to determine significance for differences in observed proportions of experimental conditions or clusters. The seaborn library (Waskom, 2021) was used for visualization of normalized residuals.

### Time-lapse imaging and cell tracking

SGGCH2B ESC lines (SGGC lines tagged with H2B-miRFP670) were cultured in KOSR media, on 8-well slides (Ibidi) and imaged every 15 min across 72 h. mCherry, GFP, and CY5 fluorescent light channels were recorded in 5% CO_2_, 20% O_2_ at 37°C under a Deltavision Widefield Screening microscope. ESCs were seeded at 5,000 cells/cm^2^ 24 h before the beginning of the time lapse in KOSR. We performed manual cell tracking using Imaris v9.5 (Bitplane). Nuclei were segmented using the H2B marker. We measured the SOX2-GFP and GATA6-mCherry fluorescence intensities of a circular area of a 50-μm diameter inside the segmented nuclei. For each area measured, we took the median fluorescence intensity as the measure for that given data point. Intensity measurements were linked to its time point and lineage, allowing us to infer the division time for each cell that was tracked, as well as the expression level of both SOX2 and GATA6 in each time point. Only cells with completed cell cycle information were used for calculating the transition analysis. A total of 63 individual tracks of 72 h have been tracked.

### CUT&RUN

KOSR, nEnd, 2iLIF, or NACL cells were grown in their respective media for at least four passages. A minimum of 100,000 cells were sorted to proceed with the CUT&RUN protocol. CUT&RUN was performed using an in house purified MNase and following the published protocol (Janssens and Henikoff, 2019). Library preparation was performed following this published protocol (Liu, 2019).

Reads were pre-processed using Cutadapt (Martin, 2011), Bowtie2 (Langmead and Salzberg, 2012), PICARD 2, SAMtools (Li et al., 2009), BEDtools (Quinlan and Hall, 2010), and DeepTools (Ramírez et al., 2016). All downstream data analysis was performed using BEDtools, SAMtools, DeepTools, Fluff (Georgiou and van Heeringen, 2016), Integrative Genome Viewer (IGV 2.16.0) (Robinson et al., 2011), SEACR (Meers et al., 2019), HOMER (Heinz et al., 2010), and RStudio (RStudio, 2016). Peaks were called using SEACR with the parameters: ‘relaxed’ for TFs and ‘Stringent’ for histone marks. Peaks were called against a negative IgG control, generated in each experiment for each condition. Further details can be found in the supplemental methods.

### Chimera assays

For chimera assays, H2B-miRFP670 tagged clones SGGCH2B B9.A and B12.B were used. Cells were sorted for SOX2^+^ or DP as previously described. Further details about morula aggregation protocol can be found in supplemental methods. Animal work was carried in accordance with European legislation. All work was authorized by and carried out under Project License 2018-15-0201-01520 and 2023-15-0201-01513 issued by the Danish Regulatory Authority.

## References

[bib1] Anderson K.G.V., Hamilton W.B., Roske F.V., Azad A., Knudsen T.E., Canham M.A., Forrester L.M., Brickman J.M. (2017). Insulin fine-tunes self-renewal pathways governing naive pluripotency and extra-embryonic endoderm. Nat. Cell Biol..

[bib3] Boroviak T., Stirparo G.G., Dietmann S., Hernando-Herraez I., Mohammed H., Reik W., Smith A., Sasaki E., Nichols J., Bertone P. (2018). Single cell transcriptome analysis of human, marmoset and mouse embryos reveals common and divergent features of preimplantation development. Dev. Camb. Engl..

[bib4] Calo E., Wysocka J. (2013). Modification of Enhancer Chromatin: What, How, and Why?. Mol. Cell.

[bib5] Canham M.A., Sharov A.A., Ko M.S.H., Brickman J.M. (2010). Functional Heterogeneity of Embryonic Stem Cells Revealed through Translational Amplification of an Early Endodermal Transcript. PLoS Biol..

[bib6] Chen J., Zhang Z., Li L., Chen B.-C., Revyakin A., Hajj B., Legant W., Dahan M., Lionnet T., Betzig E. (2014). Single-Molecule Dynamics of Enhanceosome Assembly in Embryonic Stem Cells. Cell.

[bib7] Coronado D., Godet M., Bourillot P.-Y., Tapponnier Y., Bernat A., Petit M., Afanassieff M., Markossian S., Malashicheva A., Iacone R. (2013). A short G1 phase is an intrinsic determinant of naïve embryonic stem cell pluripotency. Stem Cell Res..

[bib8] Dietrich J.-E., Hiiragi T. (2007). Stochastic patterning in the mouse pre-implantation embryo. Dev. Camb. Engl..

[bib9] Garcia-Gonzalo F.R., Izpisúa Belmonte J.C. (2008). Albumin-Associated Lipids Regulate Human Embryonic Stem Cell Self-Renewal. PLoS One.

[bib10] Genet M., Torres-Padilla M.-E. (2020). The molecular and cellular features of 2-cell-like cells: a reference guide. Dev. Camb. Engl..

[bib11] Georgiou G., van Heeringen S.J. (2016). fluff: exploratory analysis and visualization of high-throughput sequencing data. PeerJ.

[bib12] Graf T., Enver T. (2009). Forcing cells to change lineages. Nature.

[bib13] Hamilton W.B., Mosesson Y., Monteiro R.S., Emdal K.B., Knudsen T.E., Francavilla C., Barkai N., Olsen J.V., Brickman J.M. (2019). Dynamic lineage priming is driven via direct enhancer regulation by ERK. Nature.

[bib14] Hayashi K., Ohta H., Kurimoto K., Aramaki S., Saitou M. (2011). Reconstitution of the Mouse Germ Cell Specification Pathway in Culture by Pluripotent Stem Cells. Cell.

[bib15] Heinz S., Benner C., Spann N., Bertolino E., Lin Y.C., Laslo P., Cheng J.X., Murre C., Singh H., Glass C.K. (2010). Simple Combinations of Lineage-Determining Transcription Factors Prime cis-Regulatory Elements Required for Macrophage and B Cell Identities. Mol. Cell.

[bib16] Hu M., Krause D., Greaves M., Sharkis S., Dexter M., Heyworth C., Enver T. (1997). Multilineage gene expression precedes commitment in the hemopoietic system. Genes Dev..

[bib17] Janssens D., Henikoff S. (2019).

[bib18] Keren-Shaul H., Kenigsberg E., Jaitin D.A., David E., Paul F., Tanay A., Amit I. (2019). MARS-seq2.0: an experimental and analytical pipeline for indexed sorting combined with single-cell RNA sequencing. Nat. Protoc..

[bib19] Knudsen T.E., Brickman J.M. (2020). Can a Cell Put Its Arms around a Memory?. Cell Stem Cell.

[bib20] Knudsen T.E., Hamilton W.B., Proks M., Lykkegaard M., Linneberg-Agerholm M., Nielsen A.V., Perera M., Malzard L.L., Trusina A., Brickman J.M. (2023). A bipartite function of ESRRB can integrate signaling over time to balance self-renewal and differentiation. Cell Syst..

[bib21] Langmead B., Salzberg S.L. (2012). Fast gapped-read alignment with Bowtie 2. Nat. Methods.

[bib22] Leese H.J. (2012). Metabolism of the preimplantation embryo: 40 years on. Reproduction.

[bib23] Li M., Belmonte J.C.I. (2017). Ground rules of the pluripotency gene regulatory network. Nat. Rev. Genet..

[bib24] Li H., Handsaker B., Wysoker A., Fennell T., Ruan J., Homer N., Marth G., Abecasis G., Durbin R., 1000 Genome Project Data Processing Subgroup (2009). The Sequence Alignment/Map format and SAMtools. Bioinformatics.

[bib25] Linneberg-Agerholm M., Wong Y.F., Herrera J.A.R., Monteiro R.S., Anderson K.G.V. (2019). Naïve human pluripotent stem cells respond to Wnt, Nodal and LIF signalling to produce expandable naïve extra-embryonic endoderm. Development.

[bib26] Liu N. (2019).

[bib27] Martin M. (2011). Cutadapt removes adapter sequences from high-throughput sequencing reads. EMBnet. j..

[bib28] Martin Gonzalez J., Morgani S.M., Bone R.A., Bonderup K., Abelchian S., Brakebusch C., Brickman J.M. (2016). Embryonic Stem Cell Culture Conditions Support Distinct States Associated with Different Developmental Stages and Potency. Stem Cell Rep..

[bib29] Meers M.P., Tenenbaum D., Henikoff S. (2019). Peak calling by Sparse Enrichment Analysis for CUT&RUN chromatin profiling. Epigenet. Chromatin.

[bib30] Morgani S.M., Brickman J.M. (2015). LIF supports primitive endoderm expansion during pre-implantation development. Development.

[bib31] Morgani S.M., Canham M.A., Nichols J., Sharov A.A., Migueles R.P., Ko M.S.H., Brickman J.M. (2013). Totipotent Embryonic Stem Cells Arise in Ground-State Culture Conditions. Cell Rep..

[bib32] Morgani S., Nichols J., Hadjantonakis A.-K. (2017). The many faces of Pluripotency: *in vitro* adaptations of a continuum of *in vivo* states. BMC Dev. Biol..

[bib33] Nichols J., Smith A. (2011). The origin and identity of embryonic stem cells. Development.

[bib34] Nowotschin S., Setty M., Kuo Y.-Y., Liu V., Garg V., Sharma R., Simon C.S., Saiz N., Gardner R., Boutet S.C. (2019). The emergent landscape of the mouse gut endoderm at single-cell resolution. Nature.

[bib35] Perera M., Nissen S.B., Proks M., Pozzi S., Monteiro R.S., Trusina A., Brickman J.M. (2022).

[bib36] Pietenpol J.A., Stewart Z.A. (2002). Cell cycle checkpoint signaling:: Cell cycle arrest versus apoptosis. Toxicology.

[bib37] Posfai E., Schell J.P., Janiszewski A., Rovic I., Murray A., Bradshaw B., Yamakawa T., Pardon T., El Bakkali M., Talon I. (2021). Evaluating totipotency using criteria of increasing stringency. Nat. Cell Biol..

[bib38] Proks M., Herrera J.A.R., Sedzinski J., Brickman J.M. (2023).

[bib39] Ramírez F., Ryan D.P., Grüning B., Bhardwaj V., Kilpert F., Richter A.S., Heyne S., Dündar F., Manke T. (2016). deepTools2: a next generation web server for deep-sequencing data analysis. Nucleic Acids Res..

[bib40] Riveiro A.R., Brickman J.M. (2020). From pluripotency to totipotency: an experimentalist’s guide to cellular potency. Development.

[bib41] Robinson J.T., Thorvaldsdóttir H., Winckler W., Guttman M., Lander E.S., Getz G., Mesirov J.P. (2011). Integrative genomics viewer. Nat. Biotechnol..

[bib42] Skene P.J., Henikoff S. (2017). An efficient targeted nuclease strategy for high-resolution mapping of DNA binding sites. Elife.

[bib43] Tanaka S., Kunath T., Hadjantonakis A.-K., Nagy A., Rossant J. (1998). Promotion of Trophoblast Stem Cell Proliferation by FGF4. Science.

[bib44] Thompson J.J., Lee D.J., Mitra A., Frail S., Dale R.K., Rocha P.P. (2022). Extensive co-binding and rapid redistribution of NANOG and GATA6 during emergence of divergent lineages. Nat. Commun..

[bib45] Virtanen P., Gommers R., Oliphant T.E., Haberland M., Reddy T., Cournapeau D., Burovski E., Peterson P., Weckesser W., Bright J. (2020). SciPy 1.0: fundamental algorithms for scientific computing in Python. Nat. Methods.

[bib46] Waskom M. (2021). seaborn: statistical data visualization. J. Open Source Softw..

[bib47] White M.D., Angiolini J.F., Alvarez Y.D., Kaur G., Zhao Z.W., Mocskos E., Bruno L., Bissiere S., Levi V., Plachta N. (2016). Long-Lived Binding of Sox2 to DNA Predicts Cell Fate in the Four-Cell Mouse Embryo. Cell.

[bib48] Wolf F.A., Angerer P., Theis F.J. (2018). SCANPY: large-scale single-cell gene expression data analysis. Genome Biol..

[bib49] Wong Y.F., Kumar Y., Proks M., Herrera J.A.R., Rothová M.M., Monteiro R.S., Pozzi S., Jennings R.E., Hanley N.A., Bickmore W.A., Brickman J.M. (2023). Expansion of ventral foregut is linked to changes in the enhancer landscape for organ-specific differentiation. Nat. Cell Biol..

[bib50] Yang J., Ryan D.J., Wang W., Tsang J.C.H., Lan G., Masaki H., Gao X., Antunes L., Yu Y., Zhu Z. (2017). Establishment of mouse expanded potential stem cells. Nature.

[bib51] Yang Y., Liu B., Xu J., Wang J., Wu J., Shi C., Xu Y., Dong J., Wang C., Lai W. (2017). Derivation of Pluripotent Stem Cells with In Vivo Embryonic and Extraembryonic Potency. Cell.

[bib52] Ying Q.L., Wray J., Nichols J., Batlle-Morera L., Doble B., Woodgett J., Cohen P., Smith A. (2008). The ground state of embryonic stem cell self-renewal. Nature.

[bib2] Quinlan A.R., Hall I.M. (2010). BEDTools: a flexible suite of utilities for comparing genomic features. Bioinformatics..

How the deposited data were processed for this re-analysis (not part of the article)

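CUT&RUN peak lists of 35 libraries were analysed, and 33 of them could be assigned to a condition from their labels. They comprise H3K27ac and H3K4me1 in 2iLIF, NACL and nEnd (12 libraries), both marks in sorted DP and SOX2+ cells of KOSR culture (6 libraries), SOX2 in 2iLIF, NACL, SOX2+ and DP cells (10 libraries) and GATA6 in DP cells and nEnd (5 libraries). The other 2, an H3K27ac and an H3K4me1 library of KOSR culture, carry labels that name different sorted populations, so they entered no test and are given apart. The 18 IgG samples served the authors as controls for peak calling and were not used further here. The histone marks of DP cells rest on 1 library each, so no test was made with them. All KOSR libraries are labelled clone B12, and both nEnd H3K4me1 libraries come from clone B9. The source name of the NACL SOX2 library of clone B12 names IgG and gives no medium. Its medium was taken from its title and its antibody from the sample's listed characteristics. The label of the DP GATA6 library of experiment A ends in sub02, whose meaning is not given in the sources used here.

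The authors trimmed reads with Cutadapt, aligned them with Bowtie2, processed them with Picard 2, SAMtools, BEDtools and deepTools, and called peaks per library with SEACR against the IgG control of the same condition; the versions are not given in the sources used here. Those sources are the main text, the figures and Tables S1 to S3; the supplemental methods and figures were not among them. The deposited lists have 6 columns, with the position of each peak on mm10 (GRCm38), its total signal, its max signal and the position of the maximum. The signal is coverage in whole numbers on each library's own scale, so it was used to rank peaks within a library. Only for motif windows was it compared between libraries, after division by each library's median. The lists are named for SEACR's relaxed mode for histone marks and its stringent mode for transcription factors, while the methods give the opposite. Read depth is unknown. The number of peaks per library ranged from 1378 to 401853 and limits how many regions a library can show. Clopper-Pearson intervals (95%) cover counting error over regions only.

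Peaks on chromosomes 1 to 19, X and Y were used, and no peak lay on another sequence. Overlap meant at least 1 bp. Peaks of the libraries of a condition and antibody were merged, and a merged region was kept when peaks of at least 2 libraries lay in it. An enhancer was a kept H3K27ac region that overlapped a kept H3K4me1 region. Merged regions in which a 2iLIF and a NACL enhancer overlapped formed the pluripotency set, and those in which one of that set and an nEnd enhancer overlapped were common enhancers. For binding and motifs the classes were exclusive, with pluripotency and PrE enhancers being those outside the common ones. Where enhancers near a start site were left out, they were removed in each condition before the classes were built, so a region could change class. Co-bound regions were merged regions in which a kept DP SOX2 and a kept DP GATA6 region overlapped. A peak or region at more than 1 class was counted with the class that covered most of its bases. Transcription start sites and genes came from GENCODE M21, and sequence from GRCm38. Motif strings were counted on both strands in the 500 bp around the strongest H3K27ac maximum of an enhancer, after division by the median of each library's peaks. The libraries were those of 2iLIF and NACL for pluripotency, nEnd for PrE and all of these for common enhancers. Position weight matrices were built from the 186 SOX2 and 400 GATA6 instances listed in Tables S1 and S2, with a pseudocount of 1 and the lowest score of a listed instance as the threshold.

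Shares of peaks were compared between libraries with exact permutation tests, 2-sided. These tests take libraries as exchangeable, although DP and SOX2+ libraries share sorts and the pluripotent libraries come from 2iLIF, NACL and KOSR culture. There were 120 splits for 3 DP against 7 pluripotent libraries, 20 for 3 against 3 and 10 for 3 against 2. Their smallest p-values are 0.0167, 0.1 and 0.2, which correspond to 2 times the smaller tail of the splits. Paired differences between sorted populations, and between classes of regions within an experiment, were tested with exact sign flips, motif shares with Fisher's exact test and motif densities with an exact binomial test, all two-sided. Benjamini-Hochberg adjustment covered the 3 enhancer classes, the 6 motifs and the 12 comparisons of common enhancers, each as its own family, with a threshold of 0.05. The enhancer definition, the main comparisons and their tests were set before the data were examined, as were these alternatives: a peak in any library, peaks in all 3 KOSR libraries, only the bases shared by replicates, an overlap of 50% of the smaller interval, the stronger 50% of each library's peaks, equal peak numbers (1378 for SOX2, 1391 for GATA6), the max-signal position alone, the bases shared by both marks, enhancers at least 1 kb from a transcription start site, all sequences, consensus strings, whole enhancers, experiment as a block, and each library left out in turn, for histone marks 1 library of each mark together (in nEnd, H3K27ac B9 with the H3K4me1 library of 42816 peaks and H3K27ac B12 with that of 18627 peaks). Experiment A1 alone, equal peak numbers for the KOSR histone libraries (13514 for H3K27ac, 58085 for H3K4me1) and experiment as a block for the PrE shares of co-bound regions were chosen after seeing the data. Shares of the peaks at enhancers and shares of enhancers with a SOX2 peak were not among the comparisons set beforehand.

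Genes and regions named in the text are the loci the paper shows (Nanog, Gata4, Tfcp2l1, Pdgfra and Gata6) and, from each of Tables S1 and S2, the 3 listed regions with a SOX2 or GATA6 peak in the most of the 6 DP libraries, with ties broken by the table's score. The values of these tables had been seen when that rule was written. Interval operations were checked against bedtools 2.31.1 on simulated intervals, with 0 mismatches in 899 to 3000 items per operation. A planted motif was missed in 0 of 500 simulated sequences, and 4.40% of 500 simulations with unchanged groups gave an exact permutation p of at most 0.05 for 3 against 7 libraries. Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9 were used. Expression, imaging, differentiation and chimera experiments, and the data of other studies, were not analysed here.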

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

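The tests with equal peak numbers in this part were chosen only after the results were seen. The paper's main text and Tables S1 to S3 do not report the H3K27ac and H3K4me1 libraries of KOSR cells; its supplemental figures and methods were not among the sources used here. In the DP libraries of these marks, peaks appeared at the regions below more often than in the SOX2+ libraries. Of 389 co-bound regions outside the enhancers of 2iLIF, NACL and nEnd, 71.2% had an H3K27ac peak in the DP library (95% Clopper-Pearson interval 66.4% to 75.7%), compared with 15.4% and 15.7% in the SOX2+ libraries of experiments A and B. The same regions moved by 50 kb up and down had a DP peak in 7.46% and 4.63% of cases. The DP library holds 76260 H3K27ac peaks with a median width of 675 bp, and the SOX2+ libraries hold 13514 and 14722 peaks with median widths of 1564 and 1574 bp. With the 13514 strongest peaks of each library, the share was 45.0% in DP and 15.4% in each SOX2+ library. This argues against the number of peaks as the whole cause. The excess was not limited to co-bound regions. Outside enhancers and with equal peak numbers, regions bound by GATA6 alone had 14.9% in DP and 3.74% and 3.80% in SOX2+ cells. Regions bound by SOX2 alone had 33.0% in DP and 24.8% and 29.2% in SOX2+ cells. An excess of strong DP peaks at all marked regions is argued against by pluripotency enhancers, of which 24.7% had a peak in DP and 30.7% and 29.6% in SOX2+ cells with equal peak numbers. Differences in read depth and peak width, the quality of a single DP library, and background shared with the SOX2 and GATA6 libraries of the same sort stay open, as does a biological difference between the sorted populations, which 1 library cannot test.

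PrE enhancers also had peaks more often in the DP than in the SOX2+ libraries. For H3K27ac the shares were 53.3% (51.9% to 54.8%) in DP and 16.0% and 16.3% in SOX2+ cells. With all peaks this excess was not particular to PrE enhancers. Pluripotency enhancers had a peak in 60.1% of cases in DP and 30.7% in each SOX2+ library. For common enhancers the shares were 93.1% in DP and 65.1% and 64.3% in SOX2+ cells. With equal peak numbers the shares of PrE enhancers were 21.1% in DP and 16.0% and 15.7% in SOX2+ cells. The difference was smaller but in the same direction. Common enhancers had 65.5% in DP and 65.1% and 63.2% in SOX2+ cells. At pluripotency enhancers the order was reversed, with 24.7% in DP and 30.7% and 29.6% in SOX2+ cells. For H3K4me1 the shares were 82.4% (81.2% to 83.5%) in DP and 49.3% and 58.0% in SOX2+ cells, from 130749 peaks in DP and 58085 and 78354 in SOX2+ cells. Pluripotency enhancers had 95.4% in DP and 91.4% and 94.3% in SOX2+ cells. With 58085 peaks of each library the shares of PrE enhancers were 61.0% in DP and 49.3% and 48.9% in SOX2+ cells, while pluripotency enhancers had the opposite order, at 82.97% in DP and 91.4% and 90.6% in SOX2+ cells. Read depth and a biological difference between the sorted populations both stay open here, and neither was tested.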

How the results depend on the processing

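Of the alternatives in this part, experiment A1 alone, equal peak numbers for histone marks and experiment as a block for the PrE shares of co-bound regions were chosen only after the results were seen. The excess of DP SOX2 peaks over pluripotent libraries kept its direction and an exact permutation p of 0.0167 under every alternative run for it, between 3.46 and 4.82 percentage points at PrE enhancers, between 2.67 and 10.2 at common enhancers, between 4.72 and 27.9 at DP GATA6 sites and between 2.46 and 25.5 at nEnd GATA6 sites. Including all sequences changed no result, since no peak lay outside the chromosomes used, and the alternatives for enhancers do not bear on the GATA6 sites. Over all libraries left out in turn the same differences lay between 3.70 and 6.21, 6.93 and 8.93, 9.34 and 19.9, and 19.1 and 25.5. At DP GATA6 sites the difference was 9.34 without GATA6 library A and 9.74 without A1. With a DP SOX2 library left out, these 4 results no longer passed the threshold. With p taken as 2 times the smaller tail, 2 libraries against 7 cannot give an exact permutation p below 0.0556.

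The change in SOX2 peaks at pluripotency enhancers passed the threshold with a peak in any library, at -5.53 percentage points (exact permutation p = 0.0333, adjusted 0.0333), and with equal peak numbers, at -8.48 (exact permutation p = 0.0167, adjusted 0.0167); the adjusted p over its alternatives ran from 0.0167 to 0.75, and the values without a library from -2.93 to -1.07. The cause was not tested. Against SOX2+ cells, where the difference was -0.237, it was -5.66 with equal peak numbers (exact permutation p = 0.1, the smallest this design allows) and -2.98 with a peak in any library (exact permutation p = 0.2), and turned positive with the stronger 50% of peaks (0.682) and with enhancers away from start sites (0.0909). Its values without a library ran from -1.41 to 0.451, positive without SOX2+ library B (0.390), DP library A (0.243) or DP library A1 (0.451); the cause was not tested. The excess at PrE enhancers over SOX2+ cells lay between 3.24 and 4.31, and between 3.10 and 5.64 without a library. With experiment as a block, the differences of -0.237 and 3.71 gave exact sign-flip p-values of 0.75 and 0.25, and 0.25 is the smallest that 3 pairs allow. The GATA6 excess of DP over nEnd at pluripotency enhancers lay between 3.02 and 7.48, and between 4.40 and 5.65 without a library. These designs, of 3 libraries against 3 or 2, cannot pass the threshold, so their p-values say nothing about stability.

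Numbers of enhancers moved with the replicate rule, the threshold and the distance to start sites. A peak in any library gave 66036 in 2iLIF, 32155 in NACL, 17464 in nEnd, 22900 pluripotency and 7054 common enhancers. The stronger 50% of peaks gave 14494, 7632, 3251, 5232 and 1052 in the same order. Away from start sites there were 10036 in NACL, 3274 in nEnd, 6624 pluripotency and 831 common enhancers. Without a library, the numbers ran from 27880 to 66232 in 2iLIF (66232 without B9), from 15586 to 26965 in NACL (23722 without B9, 26965 without B12), from 7636 to 16205 in nEnd (16205 without B12), from 10889 to 14379 for pluripotency and from 2869 to 4016 for common enhancers. PrE enhancers, 4502 in the main definition, numbered 9354 with any library, 2142 with stronger peaks, 2416 away from start sites and 11134 without nEnd B12. The 14155 enhancers of 2iLIF without a NACL enhancer became 44571 without 2iLIF B9, and the 2924 of NACL without a 2iLIF enhancer became 1134 without 2iLIF B9, 6631 without NACL B9 and 8221 without NACL B12. Where 1 library was left, its peaks were taken as they are, which admits more regions.

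The number of co-bound regions was 2330 with a peak in any library, 143 with all 3 libraries, 375 with the stronger 50% of peaks, 202 with equal peak numbers and 158 with max-signal positions, and ran from 285 to 984 without a library (285 without DP SOX2 A, 287 without DP SOX2 A1, 485 without DP GATA6 A, 498 without DP GATA6 A1). In the percentages that follow, any library widens the enhancers as well as the co-bound regions, while all 3 libraries keeps the enhancers as they are. At unchanged enhancers, the 2330 regions of any library had 54.3% at enhancers, below the 60.5% of at least 2 libraries, and of these 27.3% at PrE, 23.0% at pluripotency and 49.7% at common enhancers. The percentage of co-bound regions at enhancers was 68.4 with any library, 69.2 with all 3, 53.9 with stronger peaks, 71.3 with equal numbers and 31.0 away from start sites, and from 60.1 to 67.7 without a library. The PrE percentage was 23.5 with any library, 25.3 with all 3, 32.7 with the bases shared by replicates, 33.7 with stronger peaks, 32.9 with the bases shared by both marks and 35.4 away from start sites, and from 22.3 to 35.2 without a library. The pluripotency percentage was 28.3 with all 3 libraries, 29.2 with stronger peaks and 31.8 away from start sites, and from 15.1 to 26.4 without a library. The common percentage was 57.6 with any library, 46.5 with all 3, 46.1 with the bases shared by replicates, 47.4 with an overlap of 50%, 37.1 with stronger peaks, 47.2 with equal numbers, 51.5 with max-signal positions, 45.7 with the bases shared by both marks, 32.8 away from start sites and 49.2 in experiment A1 alone; without a library it ran from 45.7 to 52.5. The cause of these moves was not tested. The PrE share of co-bound regions exceeded that of SOX2-only regions by 12.9 with equal peak numbers and by 12.8 to 14.8 without a library. Its difference from GATA6-only regions was -8.90 with equal peak numbers and between -8.49 and -6.14 without a library. With experiment as a block, the differences of 14.1 and -7.26 gave an exact sign-flip p of 0.25 each.

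The number of GATA matches per SOX match was 2.32 with consensus strings. It was 1.39 in the shared bases of experiment A1 and 1.18 in the merged regions of A1. Part of the move from 1.08 to 1.39 therefore came with the trimming to shared bases. The cause of the other moves was not tested. Counted over whole enhancers, the NANOG string was less dense in PrE than in pluripotency enhancers, with a ratio of 0.971 (exact binomial p = 0.164), while its odds ratio in the windows was 1.08; the cause was not tested. The other 5 motifs kept their direction and their side of the threshold over whole enhancers, with ratios nearer to 1, such as 1.06 for GATA and 1.02 for SOX (unadjusted exact binomial p = 0.0403). With equal peak numbers, the share of PrE enhancers with a DP H3K27ac peak was 21.1%, since fewer DP peaks were counted. Read depth is unknown, and a low number of peaks limits counts of regions and the share of enhancers with a peak.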

Differences from the paper's values

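The paper reports 6849 pluripotency enhancers, and 10889 were found here. Among the alternatives set before the data were examined, the stronger 50% of peaks (5232) and enhancers away from start sites (6624) come within 1.5 times of the paper's number, and the others do not. For nEnd the paper's number is 4957 and 7636 were found; an overlap of 50% (7390) comes within that factor, and no other alternative does. For common enhancers the paper's number is 1434 and 2859 were found; the stronger 50% of peaks (1052) comes within it, and no other alternative does. For 2iLIF enhancers without a NACL enhancer, the paper shows about 6800 in Fig. 3A, read by eye, and 14155 were found; the stronger 50% of peaks (8004) comes within it, and no other alternative does.

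The paper counts 1716 co-bound peaks in DP cells, and 984 were found. A peak in any library (2330) comes within 1.5 times of it and the other alternatives set beforehand do not; taken alone, experiment A had 1744 co-bound regions and experiment A1 had 1361. The shared bases of experiment A1 (1372) also come within it, a setting chosen after seeing the values, which drops 47 of the paper's 330 listed regions for lack of a SOX2 peak and 60 for lack of a GATA6 peak and keeps 234 with both. The paper places 24% of the co-bound peaks at enhancers, and 60.5% were found there; enhancers away from start sites (31.0%) come within the factor, and no other alternative does. The number of co-bound regions at enhancers was 595 here and is 416 in the paper, within the factor. At PrE enhancers the paper gives 50% and 29.1% was found; the stronger 50% of peaks (33.7%), enhancers away from start sites (35.4%) and nEnd histone libraries without B9 (35.2%) come within it, and the others do not. At common enhancers the paper gives 22% and 50.1% was found; enhancers away from start sites (32.8%) come within it, and no other alternative does.

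Table S3 of the paper gives 11839 SOX2 peaks in 2iLIF, 5526 SOX2 and 5828 GATA6 peaks in DP cells and 30687 GATA6 peaks in nEnd. Regions kept here numbered 7550, 3588, 3484 and 19749 in the same order. A peak in any library gave 13751 for SOX2 in 2iLIF, 6666 for SOX2 in DP and 36538 for GATA6 in nEnd, within 1.5 times of the paper's numbers, and 8847 for GATA6 in DP, which is not; no other alternative comes within that factor. Lists of single libraries do in each case, with 8203 and 13177 SOX2 peaks in 2iLIF, 4859 and 5320 SOX2 peaks in DP experiments A and A1, 8316 GATA6 peaks in DP experiment A, and 24223 and 32510 GATA6 peaks in nEnd. The motif instances of the paper's Tables S1 and S2 give a ratio of 2.15 GATA6 per SOX2 motif, and 1.08 was found over all co-bound regions with matrices. Consensus strings come within the factor, at 2.32 in these regions and 2.15 in those of any library, while matrices in the regions of any library (1.03) do not. Over the paper's 330 listed regions, the same matrices found 481 GATA and 387 SOX matches, a ratio of 1.24, outside the factor, and consensus strings gave 2.93, within it. In these same regions the matrices gave a lower ratio than the listed instances, so part of the difference came with the scoring.

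The paper names PrE enhancers as the largest class of co-bound peaks at enhancers. Here common enhancers were the largest class in the regions of at least 2 libraries and in each of experiments A, A1 and B. They also covered the most sequence, 73.0 Mb compared with 46.2 Mb for PrE enhancers, and the shares were not scaled to size. With enhancers near start sites removed before the classes were built, PrE enhancers were the largest, with 35.4% compared with 32.8% common. In that setting common enhancers that lost a counterpart could become PrE enhancers. The paper describes less SOX2 at pluripotency enhancers in DP cells, with reference to scaled heatmaps of binding. A share of a library's own called peaks is an unlike measure, since it cannot register an overall loss of binding. The share of SOX2 peaks at pluripotency enhancers changed by -1.76 percentage points, which did not pass the threshold (exact permutation p = 0.283). It did with equal peak numbers (-8.48) and with a peak in any library (-5.53). Of the SOX2 peaks at enhancers of any class, the part at pluripotency enhancers was lower in DP cells (37.0% compared with 50.7%, exact permutation p = 0.0167, a comparison not set beforehand), while the parts at common and PrE enhancers were higher. The share of all peaks was also lower than in 2iLIF alone (19.2% compared with 23.8%), but nearer to that in NACL (20.5%) and SOX2+ cells (19.5%). The share of those enhancers with a SOX2 peak was lower in DP cells (8.58% compared with 35.2%). That measure was also lower at PrE (6.91% compared with 13.6%) and common enhancers (22.3% compared with 48.4%), and DP libraries had fewer peaks. The paper describes more GATA6 at pluripotency enhancers in DP cells than in nEnd, with reference to the same heatmaps. The share of GATA6 peaks was higher in DP (9.44% compared with 4.21%), but the share of those enhancers with a GATA6 peak was lower (4.88% compared with 13.3%). Of the motifs the paper lists for pluripotency enhancers, the OCT, ESRRB and KLF strings were more frequent there, and for NANOG no difference was detected (odds ratio 1.08 for PrE over pluripotency enhancers; ratio 0.971 over whole enhancers). The paper assigns a KLF signature to common enhancers, and the KLF string was more frequent there than in PrE enhancers (odds ratio 1.42) but not detectably more than in pluripotency enhancers (odds ratio 1.14, adjusted Fisher's exact p = 0.164). The choice of windows, which favours maxima of 2iLIF and NACL in common enhancers, may contribute to this.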

Other observations

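The tests of GATA6 sites missed by the DP peak calls and of H3K4me1 at co-bound regions in DP cells were chosen only after the results were seen. The conclusion on marking in DP cells alone was also changed after the results were seen. SOX2 peaks of DP libraries lay at DP GATA6 sites 18.9 percentage points more often than those of pluripotent libraries. At GATA6 regions of nEnd the excess was 20.0 percentage points, 4.08 with equal peak numbers and 2.46 with max-signal positions (exact permutation p = 0.0167 for each). It cannot exclude background shared between DP libraries, because 47.8%, 62.3% and 64.1% of the DP GATA6 peaks of A, A1 and B lie there. Background limited to a single sorting experiment is argued against by overlaps across experiments. Of the SOX2 peaks of A, A1 and B, 36.0%, 35.4% and 33.2% overlapped a GATA6 peak of A. For GATA6 peaks of A1 the shares were 24.3%, 25.6% and 21.9%, and for those of B 12.2%, 11.3% and 10.96%. Fewer and stronger peaks in DP libraries are argued against as the whole cause by an excess of 11.8 percentage points with equal peak numbers (14.9% ± 4.25 in DP and 3.14% ± 0.369 in pluripotent libraries), and peaks at promoters by an excess of 19.3 without peaks within 1 kb of a start site. That SOX2 is at GATA6 sites more often in DP cells may be biological, as a hypothesis found and tested on the same libraries. Background common to all DP sorts stays open. Peaks of sorted pools do not show whether both factors sit on the same DNA molecule.

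The excess of DP SOX2 peaks at PrE enhancers was 4.53 percentage points with equal peak numbers and 4.55 without peaks near start sites (exact permutation p = 0.0167 for each), which argues against peak number and promoters as its whole cause. A candidate explanation is that SOX2 moves to sites that GATA6 occupies. Among SOX2 peaks that overlap no DP GATA6 peak, the excess was 1.73 percentage points (5.65% ± 0.550 in DP, 3.92% ± 0.529 in pluripotent libraries, exact permutation p = 0.0167). Among SOX2 peaks that overlap no GATA6 peak of DP or nEnd, it was 0.367 (2.54% ± 0.201 and 2.17% ± 0.318, exact permutation p = 0.1, with 1 of 3 DP libraries above all pluripotent ones), so GATA6 sites that the DP peak calls missed could account for the part that remained. A p above the threshold does not show that the shares were equal. A full move to GATA6 sites and a partial one cannot be told apart, because the DP libraries have few GATA6 peaks, and leaving out peaks at nEnd GATA6 sites removes sites at most PrE enhancers, 77.4% of which hold an nEnd GATA6 peak.

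Of the co-bound regions outside the enhancer sets, 88.7% had an H3K4me1 peak in the DP library, compared with 13.6% and 16.7% of the same regions moved by 50 kb and with 40.1% and 46.3% in the SOX2+ libraries, which hold fewer peaks. With 58085 peaks of each library the shares were 73.3% in DP and 40.1% and 41.4% in SOX2+ cells. This is consistent with these regions being marked in DP cells, from 1 library. Marking in DP cells alone is argued against by H3K27ac in 2iLIF and NACL, where the lowest share with a peak among the 4 libraries was 61.4%, in NACL B9, compared with 27.5% and 21.9% of the moved regions. H3K4me1 peaks were at 42.4% and 36.5% of these regions in nEnd, compared with at most 10.8% of the moved regions. In 2iLIF they were at 37.8% (B12) and 16.5% (B9), compared with at most 11.6% and 6.17% of the moved regions. In NACL they were near the moved regions, at 6.94% (B12, moved 3.86% and 5.14%) and 9.00% (B9, moved 5.14% and 5.40%). H3K27ac peaks in nEnd were at 27.5% (B12, moved 10.3% and 6.94%) and 11.3% (B9, moved 7.46% and 5.40%). NACL H3K4me1 therefore gives little evidence against marking in DP cells alone.

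The strings AGATAA and CATTGT were each more frequent in PrE than in pluripotency enhancer windows. A lower GC content of the windows is argued against by the strings with the same letters in reverse order, with odds ratios of 1.02 for AATAGA (0.934 to 1.12) and 0.956 for TGTTAC (0.868 to 1.05), and by a mean GC content of 47.8% in PrE and 46.6% in pluripotency windows. Over whole enhancers the reversed strings had ratios of 0.911 and 0.979, so the ratio of 1.02 for CATTGT there is about as far from 1 as that of its reversed string. Enhancer width and the share at promoters differ between the classes, and their effect on the strings was not tested.

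For 2 libraries of experiment B in KOSR culture the sorted population is not known. Their titles name DP cells and their source names SOX2+ cells. Experiment B also has a library of each mark that both labels call SOX2+. The H3K27ac library holds 19185 peaks, at 33.6% (95% Clopper-Pearson interval 32.6% to 34.7%) of pluripotency, 71.8% (70.2% to 73.5%) of common and 22.0% (20.8% to 23.3%) of PrE enhancers and at 51.9% (48.8% to 55.1%) of co-bound regions. The H3K4me1 library holds 94492 peaks, at 94.0% (93.4% to 94.5%) of pluripotency, 99.7% (99.4% to 99.9%) of common and 70.97% (69.6% to 72.3%) of PrE enhancers and at 83.5% (81.1% to 85.8%) of co-bound regions. At co-bound regions outside enhancers, with equal peak numbers, the shares were 30.6% for H3K27ac and 55.3% for H3K4me1. Both lay between those of the SOX2+ libraries and the DP library of experiment A, which does not settle the population.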
